# Type 2 deiodinase–dependent surge in thyroid hormone controls muscle stem cell quiescence and self-renewal

**DOI:** 10.1172/JCI194925

**Published:** 2026-03-05

**Authors:** Maria Angela De Stefano, Raffaele Ambrosio, Cristina Luongo, Tommaso Porcelli, Daniela Di Girolamo, Caterina Miro, Monica Dentice, Caterina Missero, Domenico Salvatore

**Keywords:** Endocrinology, Metabolism, Muscle

## Abstract

Stem cells are critical for the homeostasis of adult tissues. Thyroid hormone (TH), whose intracellular concentration is increased by type 2 deiodinase (D2), is involved in many functions, but its role in quiescence is unknown. Here, we show that D2 marks quiescent stem cells in muscle and skin. Genetic D2 depletion in quiescent muscle stem cells triggered their transition from a G_0_ to a G_Alert_-like state. This increased the proliferative potential of the stem cells but impaired their self-renewal capacity, leading to depletion of the stem cell pool and regenerative failure over time. Mechanistically, TH sustained Notch signaling, and active Notch overexpression partially rescued D2 depletion. Transient pharmacological inhibition of D2 accelerated muscle regeneration and skin wound healing by promoting stem cell expansion. In conclusion, we show that D2 is a critical metabolic enzyme in maintaining stem cell quiescence and in regulating self-renewal.

## Abstract 2

Stem cells play a key role in keeping our tissues healthy and functioning properly. In this study, we looked at how thyroid hormone (TH) helps control these cells. Inside cells, an enzyme called D2 increases the amount of active TH. We discovered that D2 is found in stem cells that are in a resting (or “quiet”) state in muscles and skin. When we removed D2 in these resting cells, they became more active and started dividing more—but over time, this caused the stem cell supply to run out and the tissue couldn’t repair itself properly. We also found that TH helps keep another important signal, called Notch, turned on in these cells. Boosting Notch could partially fix the problems caused by losing D2. Interestingly, blocking D2 with a drug made muscles and skin heal faster by encouraging stem cells to grow. Overall, our work shows that D2 is essential for keeping stem cells in balance and helping tissues stay healthy

## Introduction

Stem cells sustain tissue homeostasis by generating tissue progeny while self-renewing through cell division (1–3). This process is necessary to ensure continuous tissue maintenance in various organs, and most of the stem cell properties, namely, quiescence, self-renewal, and differentiation, are controlled by the stem cell microenvironment (4–8). Adult resident skeletal muscle stem cells (MuSCs), also known as satellite cells, are normally mitotically quiescent with an extremely low cell turnover but can enter the cell cycle when activated in response to various stresses (9). As an example, upon injury, quiescent MuSCs (qMuSCs) are rapidly activated and generate transient amplifying cells that undergo multiple cell divisions before differentiating to repair the injured muscle (8).

A major advance in this regard was the identification of an intermediate state between the G_0_ (quiescent state) and G_1_ phases of the cell cycle, termed “G_Alert_,” in which MuSCs are rapidly primed to enter the cell cycle in response to injury (10, 11). The G_Alert_ phase is induced by the circulating hepatocyte growth factor activator (HGFA), which is released into the bloodstream from the injured muscle to systemically prime qMuSCs in distant muscles, thereby accelerating tissue repair in the event of a second injury (12).

We previously demonstrated that the intracellular thyroid hormone (TH) concentrations in MuSCs vary dramatically during their transition to the active state, as well as in their subsequent differentiation. These variations depend on the action of the deiodinase enzymes named D2 and D3 (13–17). Specifically, D2 converts the prohormone thyroxine (T4) into the active hormone triiodothyronine (T3), whereas D3 converts T3 into diiodothyronine (T2) and T4 to reverse T3 (rT3), both of which are considered nearly inactive TH metabolites. We have previously shown that a surge in D3 and the consequent reduction in intracellular TH concentration is necessary for the activation and expansion of MuSCs (18). In the later phase of the myogenic process, following MuSC activation, D3 declines while D2 surges, thereby increasing intracellular T3, which is required for proper muscle cell differentiation (18, 19). It is unknown whether and how the regulation of TH action by deiodinases takes place in the context of qMuSCs.

Notably, muscle is not the only tissue in which local TH concentrations are finely tuned during adult life. TH is also an important regulator of skin cell development and homeostasis (20–22). Clinical evidence (23, 24) and studies conducted in hypothyroid rodents (25) suggest that TH is profoundly involved in epidermal proliferation and differentiation, hair growth, and skin wound healing.

The aim of this study was to investigate if and how TH signaling is involved in the control of stem cell quiescence. We identified D2 as a marker of quiescent stem cells in both muscle and skin. Using inducible genetic models to specifically ablate the D2 gene (*Dio2*) in stem cells, we demonstrated that TH-produced D2 maintains the quiescent state in both muscle and skin stem cells and regulates stem cell self-renewal. We provide evidence that in muscle, the maintenance of quiescent state is partially achieved through sustained Notch signaling, which is a master regulator in maintaining the undifferentiated state in quiescence and homeostasis through its action in self-renewal (26–29). In addition, we have shown that D2 depletion induces a transition of qMuSCs from a G_0_ to a G_Alert_-like state, which markedly accelerates their activation and tissue repair upon injury.

Here, we show a pathway by which TH signaling regulates quiescence in 2 relevant stem cell compartments. This process requires a cell-autonomous mechanism capable of increasing intracellular TH levels and adapting them to the specific metabolic needs of quiescent stem cells.

## Results

### D2 marks qMuSCs and preserves their quiescence.

We analyzed D2 expression within the different subsets of MuSCs (Tg:Pax7-nGFP cells) fractionated into distinct subpopulations based on GFP intensity. D2 expression was highest in Pax7-nGFP^hi^ cells, the most quiescent Pax7 subset (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI194925DS1) (18). Correspondingly, in freshly isolated MuSCs, D2 expression was elevated in quiescent cells and was dramatically reduced upon cell proliferation (Supplemental Figure 1B). Based on these findings, we speculated that D2 might mark qMuSCs. To address this hypothesis, we analyzed D2 expression by immunofluorescence (IF) in resting tibialis anterior (TA) muscle. Using our previously generated 3xFLAG-D2 knockin mouse (30), we found that D2 colocalized with the MuSC marker Pax7 in resting TA muscle (31) (Figure 1A). Interestingly, in isolated myofibers, D2 was highly expressed and colocalized with Pax7^+^ cells immediately after fiber isolation, and its expression declined after 48 hours upon MuSC activation (Figure 1B). Accordingly, D2 was not detectable in proliferating cells identified by EdU incorporation, and its expression was inversely correlated with the deiodinase D3, a metabolic marker of proliferative MuSCs (18) (Figure 1C). Consistent with the role of D2 in enhancing the intracellular TH signaling machinery, we observed that other components of the TH signal machinery — namely, D3 (*Dio3*); the *Thra1*, *Thra2*, and *Thrb* receptors; and the *Mct8*, *Mct10*, and *Oatp1c1* transporters — were expressed in qMuSCs and decreased or increased accordingly as the cells transitioned from a quiescent to an activated state, as evidenced by the expression of the corresponding cell markers (e.g., see *Pax7*, *MyH2*, and *Heyl* in Supplemental Figure 1, C–L).

Given the high expression of D2 in qMuSCs, we hypothesized that D2 may have a role in preserving the quiescent state. To test this, we analyzed the effects of D2 depletion in Tg:Pax7^CreERT2/+^ D2^fl/fl^ mice (cD2KO), in which treatment with tamoxifen (TAM) induced D2 depletion in approximately 80% of qMuSCs (Supplemental Figure 2A). Genetic D2 depletion in vivo before culturing myofibers resulted in a higher percentage of Pax7^+^MyoD^+^ (activated MuSCs) and a lower percentage of Pax7^+^MyoD^–^ (qMuSCs) and Pax7^–^MyoD^+^ cells (differentiating MuSCs) at different time points (Figure 1, D and E). A similar effect was also observed when we blocked D2 in cultured myofibers with rT3 (a specific D2 inhibitor) for 72 hours (Supplemental Figure 2B). After rT3 treatment, we observed a decreased percentage of qMuSCs and an increased percentage of activated MuSCs compared with controls (Supplemental Figure 2, C and D).

Accordingly, in myofibers treated with cytosine β-d-arabinofuranoside (AraC; a chemotherapeutic drug that kills cycling and spares quiescent cells), we detected fewer AraC-resistant Pax7^+^ cells in the absence of D2 compared with WT (Supplemental Figure 2, E–G). This result suggests that D2-depleted MuSCs are more prone to proliferate and that TH locally produced by D2 may be involved in maintaining stem cell properties.

Therefore, we asked whether exogenously added TH could affect stem cell properties in vitro. MuSCs freshly isolated by FACS and cultured in the presence of additional TH (3 nM T3 and T4) for 5 days showed reduced cell proliferation (Supplemental Figure 3, A and B). Interestingly, cells treated with TH remained in a Pax^+^EdU^–^ state compared with untreated controls, suggesting that TH treatment delayed the proliferation of MuSCs in vitro (Supplemental Figure 3, C and D).

### Genetic D2 depletion accelerates the early phase of muscle regeneration through a faster activation and proliferation of MuSCs.

To evaluate the role of D2 in muscle regeneration, we analyzed TA muscles from cD2KO mice collected at 7 and 21 days after cardiotoxin (CTX) injection (Figure 2A). At 7 days after CTX injection, H&E staining and cross-sectional area (CSA) analysis revealed larger fiber sizes in cD2KO compared with WT mice (Figure 2, B and C). The number of activated Pax7^+^MyoD^+^ cells was increased upon D2 deletion compared with WT mice, whereas the number of quiescent Pax7^+^MyoD^–^ cells was reduced (Figure 2, D and E), indicating that D2 depletion promoted MuSC proliferation. This is not due to an increased number of satellite cells already present in D2KO mice at the time of injury (Supplemental Figure 4, A and B). Embryonic Myosin Heavy Chain (eMyHC) — a marker of regeneration — and laminin were already expressed as early as 3 days after injury in cD2KO, whereas they were barely detectable in WT mice (Supplemental Figure 4, C, Da, Db, and E). At 5 days after the injury, a residual increase in the expression of eMyHC was still observed in the cD2KO, whereas it rapidly increased in the WT at this time point (Supplemental Figure 4, C, Dc, Dd, and E). At 7 days, eMyHC staining was reduced in both mouse models (Supplemental Figure 4, C, De, Df, and E).

Later on, at 21 days after CTX injection, D2 depletion resulted in an increased number of fibers with a smaller diameter (Figure 2, F and G). While the number of Pax7^+^MyoD^+^ cells was still higher at this time in cD2KO mice compared with WT controls, the number of Pax7^+^MyoD^–^ cells was lower than that in WT (Figure 2, H and I). The faster activation of satellite cells led to an increased muscle mass in gastrocnemius measured at 21 days after injury (Supplemental Figure 5, A–C). FACS analysis of GFP^+^EdU^+^ cells at 21 days after injury confirmed the increased number of proliferating satellite cells (Supplemental Figure 5, D and E). Collectively, these data suggest that the absence of D2 promotes stem cell proliferation while delaying the completion of the myogenic program. This is consistent with the role of D2 in promoting cell differentiation at the late phase of myogenesis (19). Interestingly, 60 days after CTX injury, fiber diameter in cD2KO mice became larger than in that in WT, suggesting that the maturation delay in D2-depleted fibers can be overcome with prolonged time (Supplemental Figure 5, F–H), and this is in agreement with the larger skeletal muscle fibers that occur during hypothyroidism in humans (32).

Taken together, these data suggest that there is a more rapid activation of qMuSCs in cD2KO mice that allows a faster initiation of the regeneration. This advantage is lost later, when the completion of the myogenic program is delayed and does not occur normally in the absence of D2.

### D2 is required for self-renewal of qMuSCs.

A characteristic of stem cells is their ability to self-renew and to maintain a constant number. When proliferating MuSCs are induced to differentiate, a proportion of them escape terminal differentiation, arrest their cell cycle in the G_0_ phase, and return to quiescence. These mononuclear cells retain the self-renewal capacity, acquire stem cell properties, and become the so-called “reserve cells.” While the MyoD^+^ cells become positive for myogenin and irreversibly enter terminal differentiation, the other MyoD^–^ cells remain undifferentiated, resulting in the reserve cell population (33–36).

The reduction in the number of qMuSCs upon D2 depletion (Pax7^+^MyoD^–^; shown in Figure 2, D, E, H, and I) prompted us to investigate whether D2 plays a role in the return to quiescence, i.e., to analyze whether activated MuSCs can reenter quiescence in the absence of D2. To this end, freshly isolated MuSCs were cultured in growth medium for 3 days and induced to differentiate for 4 days after genetic removal of D2 with 4OH-TAM (Supplemental Figure 6A). We observed a reduced capacity to generate Pax7^+^MyoD^–^ cells (reserve cells) in the absence of D2, which was properly rescued by adding the D2 product T3 to the medium (Supplemental Figure 6, B and C). To ensure that we were properly assessing the self-renewing population, we also performed IF analysis for MyHC2 to mark differentiated cells and calculated the fusion index (Supplemental Figure 6, D and E). Notably, the fusion index was significantly lower in D2KO cells compared with WT and was also rescued in T3-treated cells (Supplemental Figure 6E). Collectively, these data indicate that D2KO MuSCs have impaired capacities for both self-renewal and to differentiate, both of which were rescued by the addition of T3. Consistent with this, while proliferating Pax7^+^MyoD^+^ cells were increased, Pax7^–^MyoD^+^ cells were slightly reduced upon D2 depletion (Supplemental Figure 6, B and C). Notably, a similar reduction in reserve cells was obtained by blocking D2 in MuSCs with rT3 treatment (Supplemental Figure 6, F and G).

To evaluate whether D2-depleted MuSCs could normally reconstitute the stem cell pool in vivo, we analyzed muscle repair after 5 consecutive CTX injuries, at 30 days after the last CTX (Figure 3A). After multiple injuries, the number of quiescent (Pax7^+^MyoD^–^) MuSCs was lower in cD2KO mice (Figure 3B). Furthermore, the areas of non-muscle tissue were larger in cD2KO mice compared with control (Figure 3, C and D), while the diameter of the formed muscle fibers was reduced (Figure 3E). Correspondingly, we observed increased intramuscular fibrosis, confirming the partial inability of MuSCs to regenerate in cD2KO after successive injuries (Figure 3, F and G). Collectively, these data indicate a self-renewal deficiency of D2-depleted MuSCs, leading to a gradual depletion of resident stem cells and a consequent increased fibrosis after multiple muscle injuries.

To measure the effects of long-term D2 depletion in resting muscles, we quantified the number of satellite cells by FACS analysis at both 3 and 8 months after D2 depletion. Importantly, a significant reduction in the number of D2-depleted MuSCs was observed compared with WT cells (Figure 3, H and I).

To further expand on the long-term consequences of D2 depletion in resting conditions, we compared Tg:Pax7^CreERT2/+^ R26^mTmG^ D2^fl/fl^ with Tg:Pax7^CreERT2/+^ R26^mTmG^ D2^+/+^ 4 months after D2 depletion (Supplemental Figure 6H). Under resting conditions, we observed that the newly generated fibers receiving D2-depleted MuSCs (green in Supplemental Figure 6I) were more numerous and smaller compared with WT fibers (Supplemental Figure 6, I–K).

Taken together, these results suggest that in the long-term, physiological stimuli of muscle turnover, when acted upon abnormally alerted MuSCs as in chronic D2 depletion, determine an increased number of newly generated fibers compared with WT muscles and a reduction in the stem cell pool.

### D2 sustains the Notch pathway in quiescent cells.

We analyzed the cellular transcriptome in qMuSCs isolated from resting muscles of cD2KO versus WT mice. 

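qMuSCs are the quiescent stem cells that lie on resting muscle fibers. They were sorted by FACS for GFP driven by Pax7, a transcription factor that marks muscle stem cells, from mice that were 12 to 16 weeks old according to the Methods and 3 to 4 months old according to the sample labels. Mice of both groups carried floxed Dio2 alleles (the gene of D2) and tamoxifen was given at 2 mg per injection for 5 days. The cD2KO mice also carried Pax7-CreERT2, a recombinase that tamoxifen activates, and the WT mice did not, so the groups differ in the Cre allele as well as in Dio2. RNA from 3 WT mice (c124, c129 and c130) and 3 cD2KO mice (fl125, fl126 and fl128) was sequenced separately for each mouse. The authors aligned the reads to the mouse genome mm10 with STAR and deposited the number of reads on each of 31053 genes, without normalization. The paper's text does not name the counting tool, the gene annotation, the use of strand or any removal of PCR duplicates. Total counts were 3897787, 2600499 and 2822561 in the WT mice c124, c129 and c130, with a median of 2822561, and 2184073, 2975921 and 3379490 in the cD2KO mice fl125, fl126 and fl128, with a median of 2975921. The totals did not differ between the groups (two-sided exact permutation test, p = 0.7, where the smallest p that 3 mice against 3 allow is 0.1). At these depths 3 counts equal between 0.770 and 1.37 CPM (counts scaled to a library of 1e6), which is taken here as the level below which a count is not told apart from 0, counting error alone being considered. Counts were scaled with edgeR's TMM factors and compared with edgeR's quasi-likelihood test over the 11633 genes that passed the paper's expression minimum.

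Dio2 (ENSMUSG00000007682) lies on the minus strand of chromosome 12 of mm10 from 90724552 to 90738438 and overlaps Gm26512 on the opposite strand, so that its reads are uncertain where strand was not used. Its counts were 21, 5 and 10 in the WT mice c124, c129 and c130 and 15, 5 and 1 in the cD2KO mice fl125, fl126 and fl128. Scaled to library size, Dio2 was at 3.56 ± 1.77 CPM in WT and 2.94 ± 3.41 CPM in cD2KO qMuSCs (SD, n = 3 mice each; two-sided exact permutation test, p = 0.7). The library labelled fl125 had the highest Dio2 level of the 6 mice, 6.79 CPM, and fl128 the lowest, 0.314 CPM. Dio2 was below the expression minimum, and no difference between the groups was detected. The cD2KO mice fl126, at 1.71 CPM, and fl128 lay under the lowest WT mouse, c129 at 1.85 CPM, so the overlap rests on fl125. With 5 counts each, fl126 and c129 are not told apart. Whether the low counts hide a difference was not tested. The counts cover the whole gene and do not separate the floxed exon from the rest.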

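Of the 11633 genes tested, 621 were higher and 770 were lower in cD2KO than in WT qMuSCs at an unadjusted p under 0.05 from edgeR's quasi-likelihood test, where 582 genes in all are expected by chance. After Benjamini-Hochberg adjustment over all genes tested, 1 gene was higher and 0 were lower at an adjusted p under 0.05, and 33 were higher and 57 lower at an adjusted p under 0.1. The 3 cD2KO mice lay all above or all below the 3 WT mice in 2105 genes, or 18.1% of those tested, against the 10% that chance gives for 3 mice against 3. Apart from fits with random gene lists as covariates, the count of lower genes ranged over all settings run from 147 to 1040. The count of higher genes ranged from 1.3e+02 to 939. The lower ends came from a score of mural cell markers as a covariate, chosen after the data were seen, and the upper ends from the test without a minimum on expression.

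The gene that passed the adjustment was Hspb7 (ENSMUSG00000006221, chromosome 4 from 141420779 to 141425311), which encodes a small heat shock protein. It was at 88.6 ± 5.80 CPM in WT and 239 ± 31.9 CPM in cD2KO qMuSCs (SD, n = 3 mice each), a log2 fold change of 1.43 (standard error 0.19, adjusted p = 0.0394 from edgeR's quasi-likelihood test). With each mouse left out in turn its log2 fold change stayed between 1.32 and 1.53, and its adjusted p was under 0.05 in 2 of the 6 fits. The next genes by p among those that separated the groups were Cnn1, Camta2, Grip2 and Rnd2 on the higher side, with log2 fold changes of 1.44, 1.16, 1.26 and 1.21. On the lower side Ftl1, Msr1, Tmem37, Tmsb4x and P2ry13 had log2 fold changes of -1.52, -3.92, -2.34, -1.33 and -5.64. All 9 shared an adjusted p of 0.0885 in edgeR's test. A list of mural cell markers was also higher in cD2KO and a list of immune cell markers lower, with median log2 fold changes of 0.39 and -1.84. Whether these 9 genes changed within MuSCs or came from other cells in the sorted fraction therefore cannot be told. P2ry13 was at 8.14 ± 3.97 CPM in WT and 0.151 ± 0.261 CPM in cD2KO mice (SD, n = 3 each), the latter with at most 1 count per library, so that its change is a lower bound and P2ry13 was at least 5.92-fold lower. Rnd2 overlaps Vat1 and Ftl1 overlaps Gm10252, each on the opposite strand, and Ftl1 and Tmsb4x have pseudogenes, so their counts are uncertain.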

Approximately 1,300 genes were significantly altered by D2 depletion, of which approximately half were upregulated, and half were downregulated (Figure 4A). By functional analysis, we identified several pathways affected by D2 depletion. 

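The pathway lists of PANTHER were not used here. In their place 13 gene lists were written by hand from general knowledge of each pathway or cell type. Each was tested with limma's camera, a test of whether the genes of a list change more than the other genes, with the inter-gene correlation set to 0.01 and Benjamini-Hochberg adjustment over the 13 lists. Of the pathways shown in Fig. 4B, the 25 tested genes of the TCA cycle had a median log2 fold change of 0.18, and 5 of them were higher and 0 lower in cD2KO at an unadjusted p under 0.05 (camera adjusted p = 0.00817). This is 3.75 times the share of higher genes among all genes tested (two-sided Fisher's exact test, p = 0.00930). With single mice left out the TCA cycle ratio ranged from 1.16 (without cD2KO mouse fl128) to 3.70 (without WT mouse c129). The 18 tested genes of glycolysis had a median log2 fold change of 0.30, with 3 higher and 1 lower (camera adjusted p = 0.0442), or 3.12 times the share among all genes (Fisher's exact test, p = 0.0680). With single mice left out the glycolysis ratio ranged from 0 (without cD2KO mouse fl128) to 6.42 (without WT mouse c129). In these 6 fits the camera adjusted p was under 0.05 in 5 for the TCA cycle and in 3 for glycolysis. Mouse fl128 had the highest mean of the TCA cycle list, the glycolysis list and a list of myofiber markers, at 6.65, 6.51 and 7.83 log2 CPM. Mouse fl126 was next in each, and the order of the other mice differed between the lists. RNA from muscle fibers was not tested as a source of these rises and is not ruled out.

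Fig. 4C includes T cell, B cell, Toll receptor and inflammation pathways, and a list of immune cell markers was lower in cD2KO. Its 25 tested genes had a median log2 fold change of -1.84 with 7 of them lower at an unadjusted p under 0.05 (camera adjusted p = 2.7e-11). The mean of these genes was 7.33 ± 0.63 log2 CPM in WT and 5.17 ± 1.95 log2 CPM in cD2KO qMuSCs (SD, n = 3 mice each; exact permutation test, p = 0.1, the smallest possible). The library labelled fl125 was at 2.93 and the other cD2KO mice at 6.26 and 6.33, against 6.81 for the lowest WT mouse. Fig. 4C also includes VEGF and angiogenesis, and the 20 tested endothelial markers had a median log2 fold change of -0.83 with 6 lower at an unadjusted p under 0.05 (camera adjusted p = 1.1e-04). Their mean overlapped between the groups, at 4.32 ± 0.56 log2 CPM in WT and 3.37 ± 0.44 log2 CPM in cD2KO (SD, n = 3 each; exact permutation test, p = 0.2). When camera estimated the inter-gene correlation from the 6 mice, none of the 13 lists had an adjusted p under 0.05, and the lowest was 0.279.

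**Figure D1:**
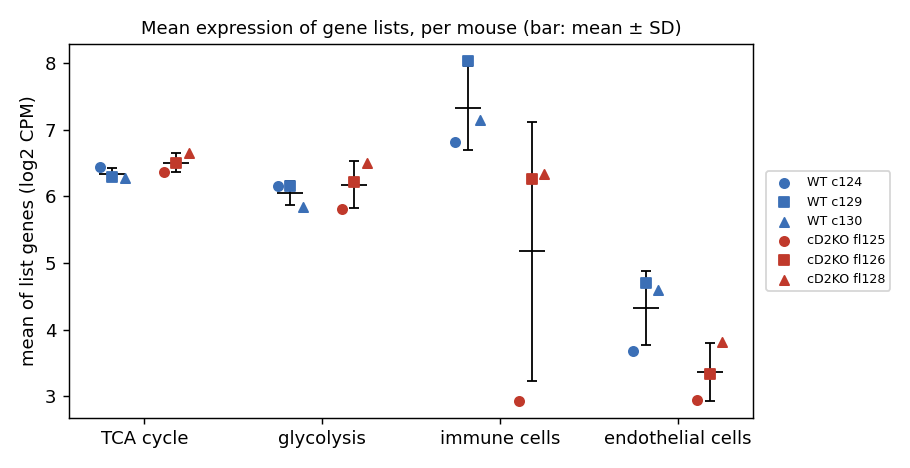
Mean expression, in log2 CPM, of the genes of 4 hand-written lists in each WT (blue) and cD2KO (red) mouse, with bars for the mean ± SD of 3 mice. The TCA cycle and glycolysis lists overlap between the groups, and the immune list of the library labelled fl125 lies at 2.93, far under the 6.26 of the next mouse.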

Interestingly, among the upregulated pathways, cell cycle stood out as a significant pathway induced by D2 depletion (Figure 4B), whereas among the downregulated pathways, Notch signaling stood out as a potential regulator of stemness (Figure 4C).

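The cell cycle list held 98 tested genes, of which 2 were among the 621 higher genes. This is 0.382 times the share among all genes tested (two-sided Fisher's exact test, p = 0.177). Read from the larger Reactome cell cycle pathway instead, the fold enrichment was 0.387 (Fisher's exact test, p = 0.00176), so that cell cycle genes were fewer among the higher genes than in the background. The Notch list held 55 tested genes, of which 3 were among the 770 lower genes, a fold enrichment of 0.824 (Fisher's exact test, p = 1), and 2 among the higher genes. The median log2 fold change of the Notch list was -0.08 (camera adjusted p = 0.550). Its mean was 5.28 ± 0.03 log2 CPM in WT and 5.16 ± 0.04 log2 CPM in cD2KO qMuSCs (SD, n = 3 mice each), a small difference that put all cD2KO mice below all WT mice (exact permutation test, p = 0.1, the smallest possible). With WT mouse c129 left out, the median of the Notch list was 0.01.

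Notch2 (ENSMUSG00000027878) lies on chromosome 3 from 98013527 to 98150361. It was at 54.3 ± 10.9 CPM in WT and 25.6 ± 0.459 CPM in cD2KO (SD, n = 3 mice each), a log2 fold change of -1.08 (standard error 0.25, adjusted p = 0.0997 from edgeR's quasi-likelihood test). Rbpj (ENSMUSG00000039191, chromosome 5 from 53466152 to 53657362) had a log2 fold change of -0.66 (standard error 0.22, edgeR adjusted p = 0.220). Mfng, a glycosyltransferase that modifies Notch receptors, had a log2 fold change of -2.37 at a level of 6.10 ± 2.33 CPM in WT (SD, n = 3; edgeR adjusted p = 0.315). Notch3 (ENSMUSG00000038146, chromosome 17 from 32120820 to 32166852) went the other way, from 637 ± 153 CPM in WT to 1069 ± 275 CPM in cD2KO (SD, n = 3 each), a log2 fold change of 0.75 (standard error 0.25, edgeR adjusted p = 0.217). Its log2 fold change was 0.25 with a score of mural cell markers as a covariate. Neurl1a was also higher, by 0.61 on the log2 scale (edgeR adjusted p = 0.387). The log2 fold changes of Notch1, Heyl and Hes1 were 0.03, 0.06 and -0.26, each within 2 standard errors of 0, and those of Notch1 and Heyl changed sign when single mice were left out. Notch4 was low and variable, with a log2 fold change of -1.01 (standard error 0.58, edgeR adjusted p = 0.525). Hes2 had 1 count in all 6 mice together and could not be compared. Notch1, Notch2 and Notch3 each overlap another annotated gene, so a part of their reads is uncertain. The paper takes its pathways from over-representation in PANTHER, and from these it states that the cell cycle was induced by D2 depletion and proposes Notch signaling as a regulator of stemness. For Notch it also reports RT-qPCR, protein of the active Notch1 intracellular domain, THRα binding and a rescue by active Notch. For the cell cycle it reports EdU labelling. Those data were not analysed here.

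**Figure D2:**
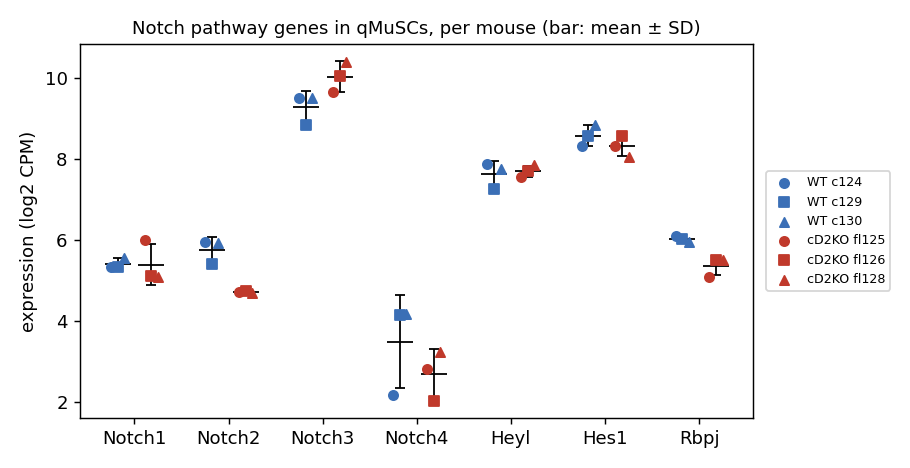
Expression, in log2 CPM, of the Notch receptors, of Heyl and Hes1 and of Rbpj in each WT (blue) and cD2KO (red) mouse, with bars for the mean ± SD of 3 mice. All cD2KO mice lie below all WT mice for Notch2 and Rbpj and above them for Notch3, and the groups overlap for Notch1, Notch4, Heyl and Hes1.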

The expression of key components of the Notch pathway was significantly reduced in FACS-isolated qMuSCs from cD2KO mice, including Notch target genes (Heyl, Hes2, and Rbpj) and Notch receptors (Notch1–4) (Figure 4D). Consistently, protein levels of the active Notch1 intracellular domain (N1ICD) were reduced in D2-depleted qMuSCs (Figure 4E). TH treatment for 24 and 60 hours induced a time-dependent increase in N1ICD levels, indicating progressive activation of Notch signaling, and was accompanied by increased expression of downstream Notch target genes (Supplemental Figure 7, A–D).

To determine whether TH regulates Notch target gene expression exclusively through canonical Notch activation, cells were treated with the γ-secretase inhibitor DAPT in the presence or absence of TH. DAPT effectively suppressed N1ICD generation (Supplemental Figure 7E). Despite blockade of Notch activation, TH maintained induction of Heyl and Notch3 expression, whereas Hes1 and Hes2 expression was markedly reduced (Supplemental Figure 7, F–I), indicating differential dependence of Notch-associated genes on N1ICD-mediated signaling.

We next assessed direct binding of TH receptor alpha (THRα) to regulatory regions of Notch2 and Notch3. ChIP analysis demonstrated robust THRα occupancy at promoter/proximal regions of both loci (Supplemental Figure 7J), with up to approximately 40-fold enrichment at Notch2 and approximately 35-fold enrichment at Notch3 (Figure 4, F and G). Notably, THRα binding at these sites was reduced to background levels in rT3-treated or D2KO cells (Figure 4H and Supplemental Figure 7, K–M).

Together, these results demonstrate that D2-dependent TH signaling promotes Notch pathway activity in qMuSCs through both canonical Notch activation and direct THRα-mediated transcriptional regulation of some Notch-related genes, including Notch2 and Notch3.

To assess whether active Notch could functionally rescue D2 depletion in vivo, we generated Pax7^CreERT2/+^ D2^fl/fl^ R26^stop-N1ICD-nGFP^ (hereafter referred to as cD2KO-N1ICD) mice in which D2 was deleted in MuSCs with simultaneous Notch overactivation (Figure 4I). We compared the ability of the MuSC population from cD2KO-N1ICD and cD2KO mice to regenerate TA muscles 21 days after CTX injury. IF staining revealed a significant reduction in the number of activated Pax7^+^MyoD^+^ cells and a corresponding increase in quiescent Pax7^+^MyoD^–^ cells in cD2KO-N1ICD mice compared with cD2KO control (Figure 4, J and K). These data indicate that D2 is required for full, but not absolute, activity of the Notch pathway in qMuSCs and that forced Notch activity can rescue some of the effects of D2 depletion.

### Acute D2 depletion in resting muscle turns qMuSCs into a G_Alert_-like state.

As mentioned, cell cycle was among the upregulated pathways induced by D2 depletion in MuSCs isolated from resting muscles (Figure 4B). Therefore, we compared by FACS analysis the percentage of EdU^+^ MuSCs in D2-depleted versus WT muscles in resting, injury, and alerted conditions (Figure 5A). 

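Among the 98 tested genes of the cell cycle list the median log2 fold change was -0.10, with 41 above 0 (camera adjusted p = 0.471). At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, Ccnd2 and Smad4 were higher in cD2KO qMuSCs, with log2 fold changes of 0.45 and 0.60, and Mcm4, Ywhah, Cdc20 and Mcm5 were lower, with log2 fold changes of -1.20, -0.41, -1.25 and -0.86. The adjusted p of these 6 genes was between 0.314 and 0.418 in the same edgeR test. Ccnd2, which encodes cyclin D2, rose from 417 ± 52.8 to 572 ± 23.3 CPM (SD, n = 3 mice each), with all cD2KO mice above all WT mice, whereas Smad4 overlapped between the groups. Cdc20 overlaps Elovl1, and Ccnd2 overlaps 9330179D12Rik, on the opposite strand, so these counts are uncertain.

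A separate list of genes expressed in dividing cells held 36 tested genes. Its median log2 fold change was -0.50, and 9 of its genes were lower and 0 higher at an unadjusted p under 0.05 (camera adjusted p = 1.1e-04). Its mean was 3.81 ± 0.09 log2 CPM in WT and 3.34 ± 0.15 log2 CPM in cD2KO qMuSCs (SD, n = 3 mice each; exact permutation test, p = 0.1). With each mouse left out in turn the median stayed between -0.66 and -0.44. The mean of the cell cycle list overlapped between the groups, at 4.96 ± 0.07 and 4.83 ± 0.11 log2 CPM (SD, n = 3 each; exact permutation test, p = 0.2).

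**Figure D3:**
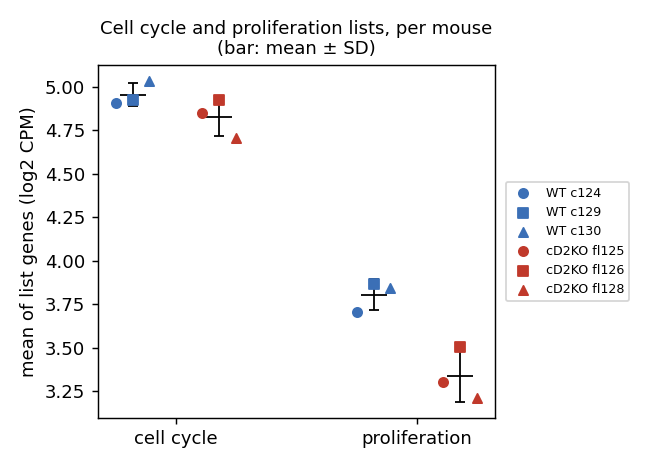
Mean expression, in log2 CPM, of the genes of the cell cycle and proliferation lists in each WT (blue) and cD2KO (red) mouse, with bars for the mean ± SD of 3 mice. All 3 cD2KO mice lie below the WT mice for the proliferation list, and the groups overlap for the cell cycle list.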

We observed that although the percentage of EdU^+^ in D2-depleted MuSCs did not reach that of injured conditions, it approached that of alerted MuSCs in WT muscles (Figure 5, B and C).

qMuSCs transition between a dormant G_0_ state and a primed, nondividing G_Alert_ state induced by systemic injury (10). To determine whether D2 depletion alone is sufficient to induce a G_Alert_ state in MuSCs, we analyzed established G_Alert_ markers in MuSCs freshly isolated by FACS from resting muscles of cD2KO and WT mice. D2-depleted MuSCs displayed activation of mTORC1 signaling, as shown by increased p-mTOR (Figure 5D), p-S6 (Figure 5E), and p-S6K (Figure 5F), concomitant with reduced p-AMPK levels (Figure 5G). Consistent with a G_Alert_ phenotype, D2-depleted MuSCs showed increased mtDNA content (Figure 5H) and larger cell size (Figure 5I). These data indicate that D2 depletion is sufficient to induce a G_Alert_ state in qMuSCs in vivo.

In parallel, we also examined whether a change in D2 levels occurs in alerted WT qMuSCs. Interestingly, D2 expression was reduced in G_Alert_ cells compared with quiescent G_0_ cells (controls) (Figure 5J), consistent with the observation that D2 depletion triggers the alerting process. Lastly, we compared in silico the genes differentially expressed in cD2KO versus WT MuSCs with those induced in the G_Alert_ state deposited in the Gene Expression Omnibus (GEO) database (GSE55490; Figure 5K) (10). 

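The G_Alert_ arrays were not analysed here, and the values below are those of the 6 sequenced mice. Of the gene names in the heatmap of Fig. 5L, 25 could be read on the higher side and 48 on the lower side. These genes were chosen by the paper from its calls on the same 6 mice, so their direction shows no stability. All 25 higher genes were tested and had a positive log2 fold change, with a median of 0.52 and a range from 0.15 to 1.205. Of these, 16 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 11 had an adjusted p under 0.05 when the adjustment covered the list alone and 0 when it covered all genes. On the lower side 47 of the 48 genes were tested and all 47 had a negative log2 fold change, with a median of -1.19 and a range from -3.62 to -0.44. Of these, 40 had an unadjusted p under 0.05, 38 an adjusted p under 0.05 over the list alone and 0 over all genes. The lowest p values on the higher side were those of Rbpms2, Trp53i11 and Mical2, with log2 fold changes of 0.98, 1.205 and 0.75 (edgeR adjusted p = 0.0997, 0.102 and 0.124). On the lower side they were those of Flt1, which encodes a VEGF receptor, Igf1 and Sp100, with log2 fold changes of -1.71, -0.97 and -1.16 (edgeR adjusted p = 0.0885, 0.0885 and 0.107). The mean of the lower genes was 5.73 ± 0.52 log2 CPM in WT and 4.47 ± 0.22 log2 CPM in cD2KO qMuSCs, and that of the higher genes was 7.35 ± 0.11 and 7.93 ± 0.19 log2 CPM (SD, n = 3 mice each; exact permutation test, p = 0.1 for each, the smallest possible). With the endothelial, immune or mural marker score as a covariate, 8, 19 or 3 of the lower genes had an unadjusted p under 0.05 in edgeR's test, and with 20 random lists, matched in expression to the immune or endothelial list and none to the mural list, from 3 to 47 did. The endothelial and immune scores do not stand apart from these.

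**Figure D4:**
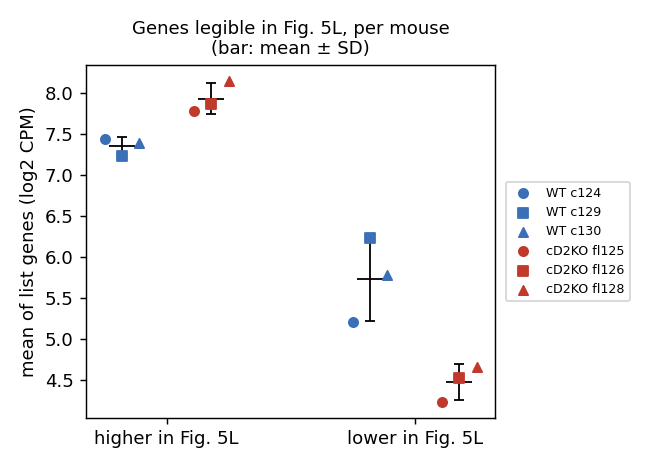
Mean expression, in log2 CPM, of the genes legible on the higher and lower sides of Fig. 5L in each WT (blue) and cD2KO (red) mouse, with bars for the mean ± SD of 3 mice. The groups do not overlap on either side, as follows from how the genes were chosen.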

Interestingly, of the 678 downregulated genes in cD2KO qMuSCs, 52 overlap with the downregulated genes in the G_Alert_ state (*P* < 2.418 × 10^–16^), whereas of the 611 upregulated genes in cD2KO qMuSCs, 26 overlap with the upregulated genes in the G_Alert_ state (*P* < 0.041) (Figure 5L). Collectively, these data indicate that D2 depletion in qMuSCs induces a state in which the transcriptional signature significantly overlaps with the G_Alert_ state, supporting the finding that D2 depletion alone is sufficient for the transition of qMuSCs from the G_0_ to the G_Alert_-like state.

### Characterization of the mdx-D2KO mice and transplantation assays to evaluate cell engrafting potential in vivo of D2-depleted cells.

Premature exhaustion of MuSCs is a major determinant of the dystrophic process (37, 38). Therefore, we asked whether D2 depletion could affect the dystrophic phenotype of *mdx* mice. To this end, we generated *mdx*/global D2 knockout (*mdx*-D2KO) mice and characterized the muscle phenotype using morphological, molecular, and functional analyses. At postnatal week 4, which corresponds to the peak of dystrophy, fiber size was smaller and the number of fibers with central nuclei was increased in *mdx*-D2KO mice compared with *mdx* mice (Figure 6, A–C). An increased number of Pax7^+^ cells was detected in the TA muscle of *mdx*-D2KO mice compared with *mdx* mice (Figure 6D). In addition, myogenin and MyoD mRNA levels were higher in *mdx*-D2KO mice compared with *mdx* controls (Figure 6E).

To assess whether D2 depletion functionally improves muscle performance in dystrophic mice in vivo, we tested *mdx*-D2KO versus *mdx* mice with both 2- and 4-limb hanging tests (in each case represented as the holding impulse). We observed that *mdx*-D2KO mice exhibited a significantly increased ability to resist their gravitational force compared with *mdx* mice (Figure 6, F and G). Finally, we measured Pax7 and neonatal MHC mRNA levels in a period from postnatal weeks 4 to 50 and found that both markers were higher in *mdx*-D2KO mice than in *mdx*^–^ controls (Figure 6H). Overall, these results show that global D2 deletion in the *mdx* context results in a markedly improved muscle dystrophic phenotype.

Next, to assess whether D2 depletion translates into a cell-autonomous regenerative advantage, we tested the functional capacity of D2-depleted MuSCs to engraft in vivo by performing a transplantation assay. We isolated MuSCs from donor Tg:Pax7^CreERT2/+^ R26^mTmG^ D2^fl/fl^ versus Tg:Pax7^CreERT2/+^ R26^mTmG^ D2^+/+^ mice and injected them into the TA of *mdx* mice (Figure 6I). The engraftment of donor-derived MuSCs into *mdx* recipients was analyzed by direct epifluorescence for GFP on TA muscle harvested 21 and 40 days after transplantation (Figure 6J). The percentage of GFP^+^ D2-depleted fibers was increased at both 21 and 40 days after transplantation (Figure 6K), consistent with the increased proliferative capacity of D2-depleted cells. CSA analysis showed that D2-depleted fibers were smaller at 21 days and larger at 40 days compared with the control, indicating that the D2-dependent maturation defect could be compensated at a later time (Figure 6L), which is consistent with what was observed in cD2KO mice after injury (Figure 2G versus Supplemental Figure 5H).

Overall, these results indicate that D2-depleted MuSCs successfully engraft and have an increased proliferative capacity and a time-dependent delay in maturation that is compensated at later time points.

### D2 depletion promotes the activation of stem cells in the skin.

To assess whether D2 expression in stem cells is restricted to muscle or is a common feature in other tissues, we analyzed the localization of D2 in skin. Interestingly, D2 expression colocalized with the hair follicle stem cell marker CD34, which marks the bulge region of the hair follicle where quiescent stem cells are localized (Supplemental Figure 8A). In addition, we found that D2 expression is dynamically regulated during the hair follicle cycle. Indeed, D2 was clearly detectable in telogen, the quiescent phase of the hair follicle cycle, almost absent in anagen and catagen, and never coincided with EdU labeling (Supplemental Figure 8B). scRNA-seq analysis of full-thickness mouse skin (39) revealed that D2 is expressed predominantly in the epidermis and outer bulge region and directly correlates with the expression of putative skin stem cell markers in these regions (e.g., CD34 and Krt15), whereas it is not expressed in activated hair germ cells. Consistent with its expression primarily in quiescent stem cells, D2 expression is reduced in the anagen phase of the hair follicle (Supplemental Figure 8C).

To investigate the functional role of D2 in the hair follicle stem cells, we generated an inducible skin conditional D2KO (scD2KO) mouse model (Tg:K14^CreERT2/+^ D2^fl/fl^). Interestingly, the percentage of CD34^+^/integrin-α6^+^ cells (i.e., hair follicle stem cells) was significantly increased 6 days after D2 depletion (Supplemental Figure 8D), suggesting that, similar to what we observed in muscle, blocking D2 in hair follicle stem cells promotes their activation.

Next, we analyzed the effects of specific D2 depletion in the hair follicle compartment of mice subjected to 1 (T1) or 3 (T3) consecutive rounds of hair depilation. While D2 depletion increased the number of putative stem cells (Sox9^+^EdU^+^) in the hair follicle bulges after a single round of depilation (T1), we observed a net decrease of Sox9^+^EdU^+^ cells at T3 compared with that in WT mice (Supplemental Figure 8E). Correspondingly, *Sox9* and *CD34* mRNAs were initially increased at T1, while their expression was reduced at T3 in scD2KO compared with WT controls (Supplemental Figure 8F). This suggests that while D2 depletion initially increased the activation of skin stem cells, it led to stem cell exhaustion after subsequent rounds of amplification.

To characterize the effects of D2 depletion in vivo during skin regeneration, we performed a wound healing assay comparing scD2KO mice to controls. A time-course experiment of regenerating epidermis showed that wound closure was significantly faster in D2-depleted epidermis than in control skin (Supplemental Figure 8G). Overall, these data indicate that D2 plays an important role in hair follicle stem cells and that, importantly, its depletion enhances wound repair in adult mouse skin.

### Transient pharmacological D2 inhibition accelerates tissue repair in injured muscle and skin.

To overcome the limitations of the genetic D2KO model, namely, its irreversibly depletion, we used rT3 to suppress D2 activity only within a defined temporal window. First, we assessed whether MuSCs isolated from rT3-treated mice behaved similarly to those from D2KO mice under resting conditions. We found that the active intracellular domain of Notch (N1ICD) was reduced in MuSCs isolated from rT3-treated mice compared with controls (Supplemental Figure 9, A and B). Moreover, these cells exhibited a G_Alert_-like state, as demonstrated by the EdU^+^MuSC^+^ FACS analysis (Supplemental Figure 9, C–E), both consistent with the phenotype of D2KO mice (Figure 4E and Figure 5C).

We sought to determine whether pharmacological D2 blockade in a specific time window could enhance tissue recovery after injury in muscle and skin. We used rT3 to specifically block D2 activity only at the early phase of regeneration, while allowing proper D2 action at later time points (Figure 7, A and B). We treated mice with oral rT3 for 10 days (–7/+3 relative to CTX injury) and euthanized them at 7 and 21 days after CTX injury (Figure 7A). Analysis at 7 days after CTX injury revealed larger fibers in the muscles of rT3-treated mice compared with untreated WT controls (Figure 7, C and D), similar to what was observed in the cD2KO mice. Also similar to cD2KO mice (as shown in Supplemental Figure 4, C–E), eMyHC expression was reduced in muscles from rT3-treated mice 7 days after CTX injury compared with untreated WT controls (Figure 7E). However, differently from cD2KO mice, the analysis at 21 days after CTX injury showed larger fibers in rT3-treated mice compared with untreated WT controls (Figure 7, F and G), indicating that the maturation delay caused by the absence of D2 did not occur upon transient rT3 treatment. This phenotype is consistent with an enhancement of stem cell activation by the absence of D2 during the early stage of MuSC activation and with a functioning D2 during the later stage of maturation that prevents the delay in fiber maturation observed in the cD2KO mice. Importantly, these data suggest that a transient pharmacological blockade of D2 in injured muscle increases MuSC activation by prompting qMuSCs in a G_Alert_-like state, thus accelerating muscle regeneration without negatively affecting the differentiation phase.

In a similar setting, we tested whether pharmacological D2 inhibition positively affects skin wound healing. Concordantly, we found that rT3-treated mice, either before the wound or contemporaneously, repaired wounds faster than control mice (Figure 7, H–J, and Supplemental Figure 9, F and G).

In conclusion, we have shown that drug-induced D2 blockade within a specific time frame facilitates regeneration in different tissues and could be therapeutically exploited in vivo.

## Discussion

Cellular quiescence is a property of several adult vertebrate stem cells. How this state is regulated and maintained is a central question in stem cell biology. Here, we report that the TH-producing enzyme D2 is a key metabolic player that acts as a regulator of MuSC quiescence. The D2-mediated action represents a functional link between the circulating TH concentrations and a cell-autonomous mechanism that allows to customize/increase intracellular TH to preserve quiescence and stem cell function.

The temporal expression pattern of D2 in MuSCs is peculiar. Indeed, *Dio2* mRNA is highly expressed in quiescence, drastically reduced upon activation, and turned on again at a later stage of myogenesis to allow full differentiation (Supplemental Figure 1B). The described pattern of D2 expression is consistent with what was previously reported in mRNA datasets from quiescent and activated MuSCs (GEO GSE47177) (40) (Supplemental Figure 1M). Our data suggest that D2 is reexpressed also in a small subset of activated MuSCs and that the D2 reexpression is relevant to their return to quiescence (Supplemental Figure 6, A–C). In the absence of D2, proliferating myoblasts fail to renew quiescent cells, ultimately leading to depletion of the stem cell pool (Figure 3, H and I, and Supplemental 6, A–C).

The role of D2 in quiescence was previously unknown. Given the differentiating and antiproliferative effects of TH in multiple contexts (19, 41), we propose that elevated intracellular TH in muscle and skin stem cells helps maintain quiescence by buffering activating cues from the niche. Upon niche perturbation, rapid D2 downregulation facilitates exit from quiescence. The signals that regulate D2 expression in quiescent cells are currently unknown and represent the aim of future studies. The identification of D2 as specifically expressed in quiescent stem cells adds TH signaling to the list of key players in the mechanisms controlling quiescence. Importantly, this study highlights the importance of the D2-produced T3 at the cellular level in the stem cell compartment. The data from cD2KO mice indicate that the normal circulating T3 concentration in the bloodstream is not sufficient and that an additional amount of D2-produced T3 is required to preserve quiescence.

What are the molecular mechanisms by which D2 controls quiescence? RNA-seq analysis from qMuSCs revealed that multiple pathways/signals are altered upon D2 genetic depletion, including Notch (Figure 4, B and C). The Notch pathway is a key regulator of many types of adult stem cells in a variety of tissues (29). qMuSCs are characterized by elevated Notch activity, which is required for the maintenance of undifferentiated state (42, 43).

Here, we shown that the THRα directly binds to the Notch2 and Notch3 gene loci and promotes their expression (Figure 4, F and G, and Supplemental Figure 7J). Importantly, D2 depletion — whether induced pharmacologically or genetically — results in a marked reduction in THRα occupancy at the Notch2 and Notch3 regulatory regions (Figure 4H and Supplemental Figure 7, K–M). These findings demonstrate that local D2 activity is required to sustain THR binding at these loci and directly influences THR binding at DNA binding sites. The functional association between Notch and D2 was initially suggested by the expression profile of Pax7-^nGFP^ sorted cells, where both D2 and Notch expression reached their highest levels in the GFP^hi^ MuSC subpopulation (Supplemental Figure 1A) (18). Using different combinations of genetically modified mice with altered D2 and Notch levels, we found that D2 is epistatically located upstream of Notch in qMuSCs. Notch overexpression could partially rescue the phenotype observed upon D2 depletion in vivo (Figure 4, I–K). However, given the pleiotropic effects of TH, it is likely that other genes/pathways regulated by TH and not compensated by Notch may influence the MuSC behavior. Of note, differences in Notch signaling could also reflect intrinsic heterogeneity among MuSC subpopulations (e.g., MyoD^+^ versus MyoD^–^ cells) rather than exclusively direct transcriptional regulation of Notch genes by THR within an otherwise equivalent cell population.

Reserve experiments also indicated that D2 is required to return proliferating progenitor myoblasts to quiescence (Figure 3I and Supplemental Figure 6, A–E). In vivo, D2 depletion resulted in a functional deficiency to restore the stem cell reservoir in the event of multiple challenges, as observed in muscle (Figure 3, A and B) and skin (Supplemental Figure 8, E and F). The role of Notch signaling in MuSC self-renewal is consistent with the reduced self-renewal capacity observed in cD2KO cells. In this scenario, the impairment in self-renewal in D2KO MuSCs could be consequent to the downregulation of Notch. Accordingly, the decline in Pax7^+^MyoD^–^ cells in cD2KO mice was rescued by N1ICD overactivation. Given the distinct roles of Notch and TH, the phenotype resulting from D2 depletion only partially overlaps with that of Notch impairment in vivo (43). Moreover, stem cell number is tightly tuned to an optimal physiological set point, and attempts to artificially enhance it are likely to have long-term detrimental effects.

What are the consequences of D2 depletion in qMuSCs? We found that specific D2 depletion in resting muscles induces the transition from G_0_ to a G_Alert_-like state, while in the regenerative setting, it promotes cell proliferation. The transition from G_0_ to G_Alert_ was first demonstrated in resting cells by the action of systemic HGFA released upon muscle injury (12). Here, we found that a decrease in intracellular TH concentration by D2 depletion is sufficient to induce a G_Alert_-like state in the absence of other systemic cues. Mechanistically, we found that D2 depletion activates mTOR and S6K and causes a corresponding reduction in p-AMPK (Figure 5, D–G). The effects of D2 depletion and the corresponding reduction in TH concentration are consistent with the previously reported effects of TH treatment on stimulating p-AMPK levels in C2C12 myoblasts (44). In this scenario, it is reasonable to hypothesize that the known ability of TH to induce rapid mobilization of intracellular Ca^2+^ levels (44, 45) could act as a molecular trigger for calcium/calmodulin-dependent protein kinase kinase 2 activity and the subsequent p-AMPK/mTORC signaling cascade. Interestingly, the molecular gene program triggered by D2 depletion is significantly consistent with the gene signature triggered by the alerted state (Figure 5, K and L), strongly supporting the notion that there is a large overlap between D2 depletion and the transition to G_Alert_. Importantly, the mechanisms that cause entry into G_Alert_ also determine a reduction in D2 levels in vivo. The reduced level of D2 expression measured in alerted MuSCs (Figure 5J) provides important support for the association between G_Alert_ and D2 action. The molecular mechanisms for this are currently unknown, but it is reasonable to hypothesize an inhibition of D2 expression by circulating growth factors (e.g., HGFA) that normally act as alarmins in the plasma.

The phenotype observed upon D2 deletion is different from what was observed upon Notch deletion. Notably, while in Notch-deleted mice (*Rbpj*-deleted) qMuSCs exit the undifferentiated state to directly differentiate and fuse (43), in the D2-depleted model, cells do not exit G_0_ to differentiate, but to transit in a G_Alert_-like state. As such, the D2-depleted phenotype substantially differs from the *Rbpj*-depleted one. In the absence of Notch, a functional D2 and normal TH levels likely allow cell fusion, whereas the absence of D2-TH in the D2-depleted phenotype reduces the Notch signaling and prompts cells to transit in a G_Alert_-like state. We believe the G_Alert_-like state induced by D2 loss represents a specific cell cycle phenotype that is not associated/dependent from the attenuation of Notch signaling. Therefore, the finding that both Notch signaling and G_Alert_-state are regulated by D2-TH does not imply a direct link between the two, but rather suggests that both are part of the pleiotropic effects actioned by TH. However, why do D2-depleted resting MuSCs exit quiescence and remain in a G_Alert_-like state, but without differentiating as observed upon Notch signaling depletion? We believe that the endurance of the G_Alert_-like state in D2-depleted MuSCs may depend on the differentiation defects/delay consequent to insufficient D2-derived TH levels (19). In support of this concept, crucial muscle differentiation transcription factors and differentiation markers, such as all members of the MHC multigene family, respond to TH (46–49).

The enhanced proliferative capacity of D2-depleted cells was confirmed by engraftment experiments, which demonstrated superior engraftment compared with controls. Accordingly, the delayed dystrophic phenotype observed in mdx-D2KO mice is likely attributable to enhanced MuSC expansion, leading to increased myoblast production. The improved functional outcome at the peak of dystrophy is consistent with prior evidence showing that hyperthyroidism exacerbates dystrophic pathology in mdx mice (50), whereas thyroid antagonism delays disease onset and reduces muscle damage in dystrophic animal models (51, 52).

In conclusion, the TH-dependent regulatory mechanism described here provides a strategy to manipulate stem cell behavior using a circulating hormonal signal. While irreversible D2 deletion causes sustained MuSC proliferation with impaired differentiation (19), we show that transient pharmacological D2 inhibition during early regeneration induces MuSC expansion without compromising subsequent differentiation (Figure 7 and Supplemental Figure 6G), resulting in accelerated repair of injured muscle and skin.

Overall, these findings identify TH signaling as a metabolic hub governing stem cell quiescence and suggest that D2 antagonists may represent a therapeutic approach when tissue damage is anticipated, with potential applications in stem cell–based regenerative strategies.

## Methods

Additional details may be found in Supplemental Methods.

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes. Sex was not considered as a biological variable.

### Animals.

Tg:Pax7^nGFP^, Tg:Pax7^CreERT2^, and R26^mTmG^ mice were provided by Shahragim Tajbakhsh (Institut Pasteur, Université Paris Cité, Paris, France) (43). Dio2^fl/fl^ (53), D2-3xFLAG (30), *mdx* obtained from The Jackson Laboratory (stock 001801) (54), and global D2KO (55) mice were used in this study. Gt (ROSA)26Sor^tm1(Notch1)Dam^/J and C57BL/6 were obtained from The Jackson Laboratory (stock 008159 and 000664, respectively). The Tg:K14-Cre^ERT2^ mouse was previously described (56). Pax7^nGFP^ and Pax7^CreERT2^ were crossed to generate Pax7^nGFP^ Pax7^CreERT2^ mice. Pax7^nGFP^ Pax7^CreERT2^ were further crossed with Dio2^fl/fl^ mice to generate Pax7^nGFP^ Pax7^CreERT2^ Dio2^fl/fl^ mice (referred to as cD2KO). Pax7^CreERT2^ Dio2^fl/fl^ and R26 ^stop-N1ICD-nGFP^ were crossed to generate Pax7^CreERT2^ Dio2^fl/fl^ R26 ^stop-N1ICD-nGFP^ (referred to as cD2KO-N1ICD). Pax7^nGFP^ Pax7^CreERT2^ Dio2^fl/fl^ and R26^mTmG^ were crossed to generate Pax7^nGFP^ Pax7^CreERT2^ Dio2^fl/fl^ R26^mTmG^ mice. K14-Cre^ERT2^ and Dio2^fl/fl^ were crossed to generate K14-Cre^ERT2^ Dio2^fl/fl^ mice (referred to as scD2KO).

All the mice used in this study were males and females between 12 and 16 weeks of age (unless indicated in figures), while the mdx mice used were between 12 and 50 weeks of age, as indicated.

For comparative studies, age and sex were matched in each setting. Animals were genotyped by PCR using tail DNA. Housing conditions were as follows: temperature approximately 72°F (~22°C), 40%–60% humidity, and 14 hour light/10 hour dark daily cycle.

### Cell cultures and reagents.

C2C12 myoblast cells were obtained from ATCC (CRL-1772) and cultured in DMEM (Microgem, AL007-500ML) supplemented with 20% FBS (Microgem, RM10432-500ML), 2 mM glutamine (Gibco, 25030024), 50 IU penicillin, and 50 μg/mL streptomycin (Gibco, 15070063) at 37°C 5% CO_2_. Primary MuSCs (pp6) were isolated from the WT and D2KO mouse model and cultured in DMEM supplemented with 10% FBS, 10% horse serum (HS), 1 ng/mL bFGF (Gibco 13256-029), 5 ng/mL IGF-1, 2 mM glutamine, 50 IU penicillin, and 50 μg/mL streptomycin at 37°C 5% CO_2_. To induce differentiation, cells at 70% confluence were switched from growth medium (20% FBS for C2C12 cells or 10% FBS and 10% HS for pp6 cells) to DMEM supplemented with 2% HS (Gibco, 16050122), 10 μg/mL insulin (Sigma-Aldrich, I2643), and 5 μg/mL transferrin (Sigma-Aldrich, T8158).

### Isolation and culture of single myofibers.

Single myofibers were isolated from the extensor digitorum longus muscle and incubated with 0.1% collagenase type I (Sigma-Aldrich, C9891) in DMEM at 37°C for 60–70 minutes. The muscle was then transferred to a 60 mm Petri dish containing DMEM, and individual myofibers were mechanically dissociated under a dissecting microscope using a heat-polished glass Pasteur pipette treated with HS. Single fibers were transferred to FBS-coated tissue culture dishes in DMEM/F12 (50%) supplemented with 20% FBS and 1% penicillin-streptomycin (Gibco). Fibers were fixed in 4% paraformaldehyde (PFA) (Merck, 1.04005.1000) for 10 minutes immediately or at different time points after plating and stained with specific antibodies. 60–100 myofibers from 4 mice were collected and quantified.

For the experiments with the chemotherapeutic agent AraC (Sigma Aldrich, C1768), myofibers were cultured in medium for 72 hours, incubated with 100 μM AraC for 48 hours, and fixed (day 5). For EdU incorporation assays, myofibers were incubated with 2.5 mg/mL EdU, collected, and fixed with 4% PFA. EdU was detected using the Click-It kit (Invitrogen, C10337) according to the manufacturer’s instructions. EdU incorporation data are expressed as the percentage of EdU^+^ relative to the total number of cells, as measured using DAPI.

### Reserve experiment.

Freshly isolated MuSCs were cultured in growth medium for 3 days and switched to low-serum differentiating medium for another 4 days to induce differentiation as described previously (57). The cells were fixed and stained for Pax7/MyoD (to assess the population of nondifferentiated cells, as reserve cells, Pax7^+^MyoD^–^) and MyHC2 (to assess the induced differentiation); the fusion index (%) was calculated as number of nuclei ≥ 2 in MyHC2/total number of nuclei × 100.

### Western blotting.

MuSCs freshly isolated from cD2KO or control mice were lysed in lysis buffer (50 mM Tris-Cl, pH 8.0, 200 mM NaCl, 50 mM NaF, 1 mM dithiothreitol, 1 mM Na_3_VO_4_, and 0.3% IGEPAL) and protease inhibitor cocktail (Sigma Aldrich, P8340). Cells were boiled for 5 minutes and centrifuged at 845*g* for 10 minutes. Samples were loaded onto 10% SDS-PAGE gels followed by Western blotting. Antibodies used are listed in Supplemental Table 1. Antibody-labeled protein bands were detected using Immobilon Western Chemiluminescent HRP Substrate (Millipore, WBKLS0500). Gel images were analyzed using Image Lab version 5.2.1 software (Bio-Rad).

### RT-qPCR.

Total RNA was extracted from freshly sorted or cultured cells using an RNeasy Micro Kit according to the manufacturer’s instructions (Qiagen, 74004) and then reverse transcribed to cDNA using VILO reverse transcriptase (Invitrogen, 11756050) according to the manufacturer’s instructions. RT-qPCR was performed using an iQ5 Multicolor Real-Time Detector System (Bio-Rad) with SYBR Green Master Mix (Bio-Rad, 1708882). The cyclofilin A gene was used as a housekeeping gene control for ΔCt calculations [ΔCt = (Ct of target gene) – (Ct of housekeeping genes)]. The primer sequences used are listed in Supplemental Table 2. Fold expression values were calculated using the 2^–ΔΔCt^ method, where ΔΔCt = (ΔCt of treatment sample) – (ΔCt of control samples) (with the control value normalized to 1). 3 technical replicates were performed for all qPCR experiments.

### ChIP-qPCR.

C2C12 cells (~2 × 10^6^) or isolated MuSCs (pp6, WT ± rT3 and D2KO) were cross-linked with 1% formaldehyde in culture medium for 10 minutes at room temperature (RT), after which the cells were scraped in RIPA buffer (1× PBS, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS). The cell extract was sonicated, diluted for immunoprecipitation, and incubated with the indicated antibodies or control IgG (rabbit IgG, ab172730) overnight at 4°C. Samples were sequentially washed in low-salt buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, and 1% Triton X-100), high-salt buffer (20 mM Tris-HCl, pH 8. 0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, and 1% Triton X-100), LiCl IP wash buffer (100 mM Tris-HCl, pH 7.5, 500 mM LiCl, 1% NP-40, and 1% sodium deoxycholate), and 1× TE (10 mM Tris-HCl, pH 7.5, and 0.1 mM EDTA). All washes were performed at 4°C for 5 minutes. Immunoprecipitates were eluted and de-cross-linked overnight at 65°C. DNA fragments were extracted and RT-qPCR was performed. As a negative control, RT-qPCR was performed using unrelated oligonucleotides, and the presence of equivalent amounts of chromatin in each sample was confirmed by PCR without prior immunoprecipitation (input). The primer sequences are listed in Supplemental Table 2.

### Immunohistochemistry studies.

Dissected muscles were snap-frozen in liquid nitrogen–cooled isopentane, sectioned (7 μm thick), and stained. For IF staining, cells or sections were fixed with 4% PFA, permeabilized with 0.1% Triton X-100, blocked with 0.5% goat serum, and incubated with primary antibody overnight at 4°C. After several washes with PBS, cells were incubated with secondary antibodies for 1 hour at RT. Alexa Fluor 594–, 647–, or 488–conjugated secondary antibodies were used to detect mouse primary antibodies. Images were captured using an Olympus IX51 microscope equipped with Cell*F software or an LSM 980 confocal system equipped with ZEN software (Carl Zeiss). For H&E staining, sections were fixed in 4% PFA for 15 minutes, washed several times, and embedded in hematoxylin (Sigma-Aldrich, GHS116) for 5 minutes and eosin (Sigma-Aldrich, HT110216) for 5 minutes using a standard protocol. For Oil Red O staining (Sigma-Aldrich, O0625), sections were placed in 60% isopropanol followed by incubation in 0.5 g Oil Red O and 1% destrin solution in 98% isopropanol for 75 minutes, and washed in 60% isopropanol and then in water. Sections were counterstained with Mayer’s hematoxylin for 2 minutes. For Sirius Red staining, sections were fixed with 4% PFA for 10 minutes and stained with Sirius Red solution (Abcam, ab150681) for 60–90 minutes at RT, protected from light. After washing in acidified water, sections were fixed in 100% ethanol and dehydrated in 100% xylene. Sections were mounted using EUKITT (Sigma-Aldrich, 03989).

Briefly, TA muscles were dissected and snap-frozen in liquid nitrogen–submerged isopentane. Muscle cross sections were cut at 7 μm and stained with H&E. Muscle sections were imaged at ×20 magnification and quantified using Olympus CellF* imaging software. Each fiber was tracked, and the pixel count was calibrated to obtain the CSA of the muscle.

### Transplantation.

Approximately 1–3 × 10^4^ FACS-isolated MuSCs obtained from 12-week-old TAM-treated Pax7^CreERT2/+^ D2^fl/fl^ R26^mTmG^ or Tg:Pax7^CreERT2/+^ D2^+/+^ R26^mTmG^ mice were resuspended in 20 μL of 1× PBS containing 0.1% BSA. The 8-week-old *mdx* mice were anesthetized by intraperitoneal injection of a ketamine-xylazine cocktail. The donor MuSCs were then transplanted into the TA muscle of the *mdx* mice to assess skeletal muscle regeneration. Transplantation was performed by slowly injecting 10 μL of the donor cell solution into the TA muscle using a 25 μL Hamilton syringe. Each host mouse received transplantation of MuSC cD2KO into the left TA and MuSC control into the right TA. 21 and 40 days after transplantation, frozen TA muscle sections were processed for IF. For transplantation at a longer time point (40 days after xenograft), we treated mice with tacrolimus (an antirejection drug, at 2.5 mg/kg/day) in water starting 11 days after xenotransplantation.

### Hair follicle cycle.

The dorsal back of 3-month-old anesthetized D2KO and control mice was clamped with forceps (58). Mice were harvested at 6 days for anagen, 10 days for catagen, and 60 days for telogen, and dorsal skin was collected for molecular and histologic analysis (59).

### Wound healing.

The dorsal fur of the mice was shaved, and the skin was cleaned with 70% ethanol. The dorsal skin was pulled with forceps, and an 8 mm full-thickness skin wound was created along the midline using a sterile 8 mm circular biopsy punch by pressing through both layers of the skin. Skin wound healing was measured every 2–3 days by anesthetizing the animals and imaging the wounded area. Each wound site was photographed using a Nikon FX-35A camera at the indicated time intervals, and the wound areas were analyzed on the photographs using CellF* software. Changes in wound area are expressed as a percentage of the initial wound area.

### Cell size.

The cell size of MuSCs was evaluated by FACS using forward scatter analysis.

### mtDNA.

DNA was extracted from approximately 50,000 freshly FACS-isolated MuSCs using the QIAamp DNA Micro Kit (Qiagen) according to the manufacturer’s instructions. mtDNA was quantified by qPCR using primers amplifying the cytochrome B region on mtDNA relative to the β-globin region on genomic DNA (Supplemental Table 2).

### RNA-seq.

RNA extraction was performed with the RNeasy Mini Kit (Qiagen). RNA was processed using the NextSeq 500/550 output kit (Illumina) and sequenced using the HiSeq 4000 System (Illumina). FASTQ files containing sequencing reads were aligned to the mouse genome assembly mm10 (NCBI genome assembly GRCh38) using STAR (60) with default options. Genes with a mean of DESeq2-normalized counts (“baseMean”) > 10 were considered to be expressed. 

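The deposited counts list 31053 genes, of which 18040 had at least 1 count in the 6 mice together and 11633 had a mean of DESeq2-normalized counts above 10. Between 13985 and 15491 genes were detected per mouse. Of the genes the paper follows elsewhere, the mean of Dio3 was 1.78 CPM in WT and 1.02 CPM in cD2KO qMuSCs and that of Slco1c1, a thyroid hormone transporter, 2.82 and 3.17 CPM, and both fell below the minimum. A minimum mean of 50 left 7353 genes and edgeR's own filter left 11701.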

Data were analyzed using Rosalind (https://rosalind.onramp.bio/), with a HyperScale architecture developed by OnRampBioInformatics.

### Hanging tests.

To evaluate the muscle functional properties of D2KO-*mdx* compared with *mdx* mice (4–6 weeks of age), we used the 2- and 4-limb hanging tests according to the described protocols (61). For the 2-limb hanging test, the mouse was suspended over a metal wire placed at 37 cm above a cage with soft bedding. After the mouse gripped the wire with its forelimbs, the hanging time was recorded. For the 4-limb hanging test, the grid of a large cage was used, which was located 25 cm above a cage with soft bedding. After the mouse was placed on the grid, it was turned upside down and the hanging time was recorded. The tension (impulse) developed by the animal to maintain itself on the wire or grid against gravity for the longest period of time was analyzed according to: holding impulse (s·g) = body mass (g) × hang time (s). C57BL/6 mice were used as an additional control for comparisons with *mdx* mice.

### rT3 administration in vivo.

rT3 (Sigma-Aldrich, T0281) was administered to mice (C56BL6 mice) via drinking water at a final concentration of 2 μg/mL (or PBS as control) for 10 consecutive days.

### Use of generative artificial intelligence.

ChatGPT (OpenAI) based on GPT-5 was used to edit the Abstract and to prepare the initial version of the graphical abstract (October–November 2025). No artificial intelligence tools were used for data analysis, experimental design, or interpretation of scientific results.

### Statistics.

Significant differences were calculated using ANOVA and 2-tailed Student’s *t* test for independent samples, with *P* < 0.05 considered statistically significant. Statistical tests were performed using GraphPad Prism 7 and are described in more detail in the supplemental materials. In all figures, data are presented as mean ± SEM; significance was determined using a Mann-Whitney test when comparing 2 conditions and 2-way ANOVA when comparing multiple conditions. The sample size for each experiment is given in the corresponding figure legend.

### Study approval.

Mice were housed in a pathogen-free facility at CEINGE Biotecnologie Avanzate Franco Salvatore. Experiments were performed according to the guidelines of the Ministero della Salute and approved by the IACUC (167/2015-PR and 354/2019-PR).

### Data availability.

The RNA-seq raw data generated in this study for WT or cD2KO MuSCs have been deposited in the NCBI GEO under accession code GSE270968. Differentially expressed genes in G_Alert_ state were obtained from the GSE55490 series in GEO. All data values are available in the Supporting Data Values file.

## Author contributions

In vitro and in vivo experiments and figure preparation: MADS, RA, CL, TP, and DDG. Conceptualization: MADS and DS. Formal analysis: MADS, RA, CL, DDG, MD, and C Miro. Investigation: MADS. Observations and scientific interpretation: C Missero. Writing: MADS and DS. Supervision: DS.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

- European Research Council under the European Union’s Horizon 2020 Programme—EU FP7 contract THYRAGE (grant 666869).
- PRIN (Projects of Relevant National Interest; project 2022H8LXFR).
- Associazione Italiana per la Ricerca sul Cancro (grant IG 27729 to DS and grant IG 25116 to C Missero).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
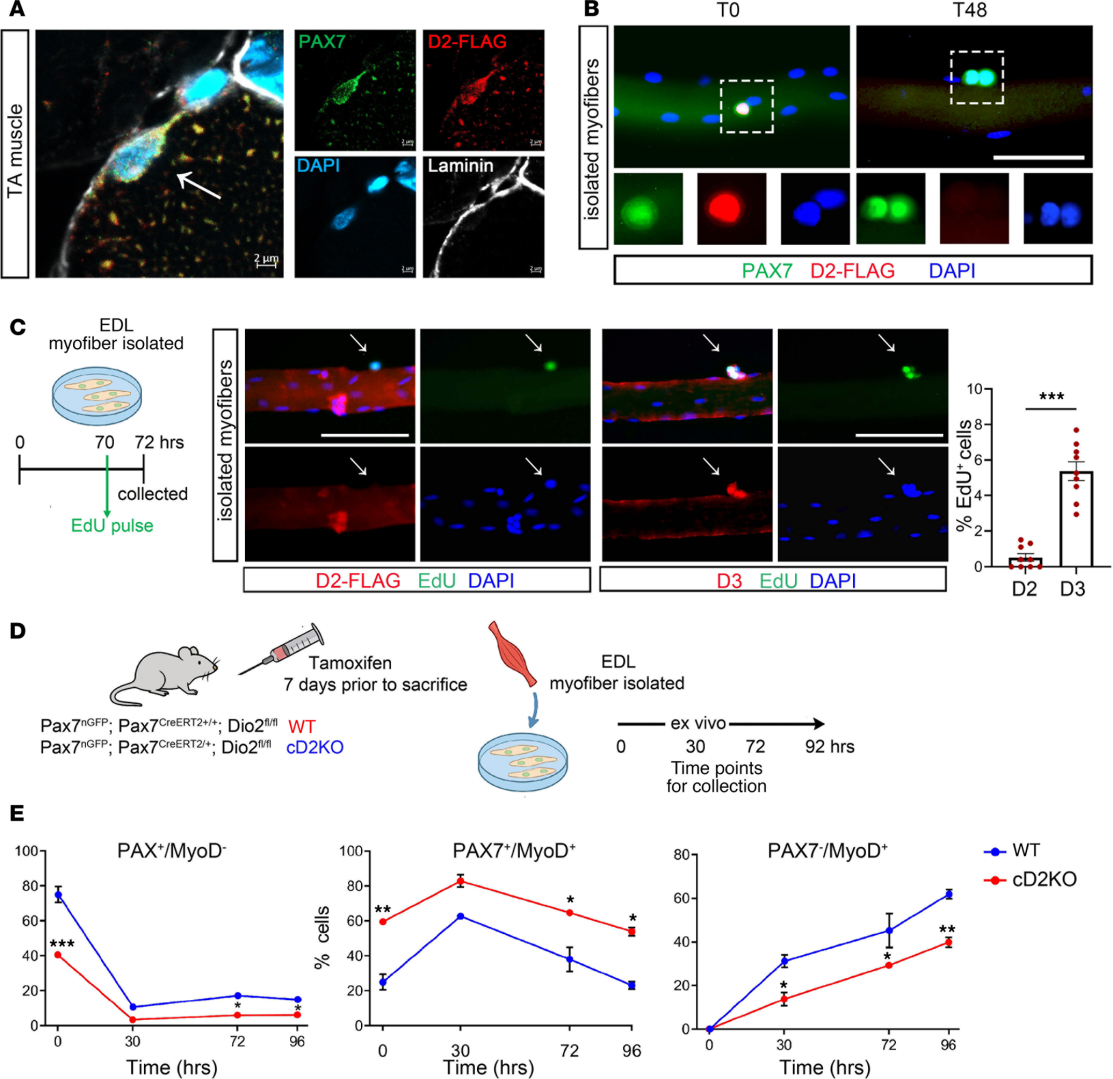
D2 is highly expressed in qMuSCs, and its deletion favors cell activation. (**A**) Representative IF of PAX7, D2, and laminin colocalization. Confocal images of PAX7 (green), D2-FLAG (red), laminin (white) and DAPI (blue) expression on cryosections of TA muscle from D2-FLAG mice. Scale bars: 2 μm. (**B**) Single myofibers with associated MuSCs were immunostained for PAX7 (green) and D2-FLAG (red). Scale bar: 50 μm. T = hours. (**C**) Schematic of the experimental design and representative IF staining for both D2 and D3 versus EdU in cultured fibers at 72 hours. EDL, extensor digitorum longus. Scale bar: 50 μm. At right, quantification of the percentage of D2^+^EdU^+^ and D3^+^EdU^+^ cells. *n* = 9 mice for D2 and *n* = 9 mice for D3. (**D**) Schematic of the experimental design and mouse model used. (**E**) Quantification of the percentage of PAX7^+^MyoD^–^, PAX7^+^MyoD^+^, and PAX7^–^MyoD^+^ cells on isolated myofibers, after in vivo TAM induction, at different time points. *n* = 5 WT and *n* = 4 cD2KO mice. Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann-Whitney test when comparing 2 conditions and 2-way ANOVA when comparing multiple conditions.

**Figure 2:**
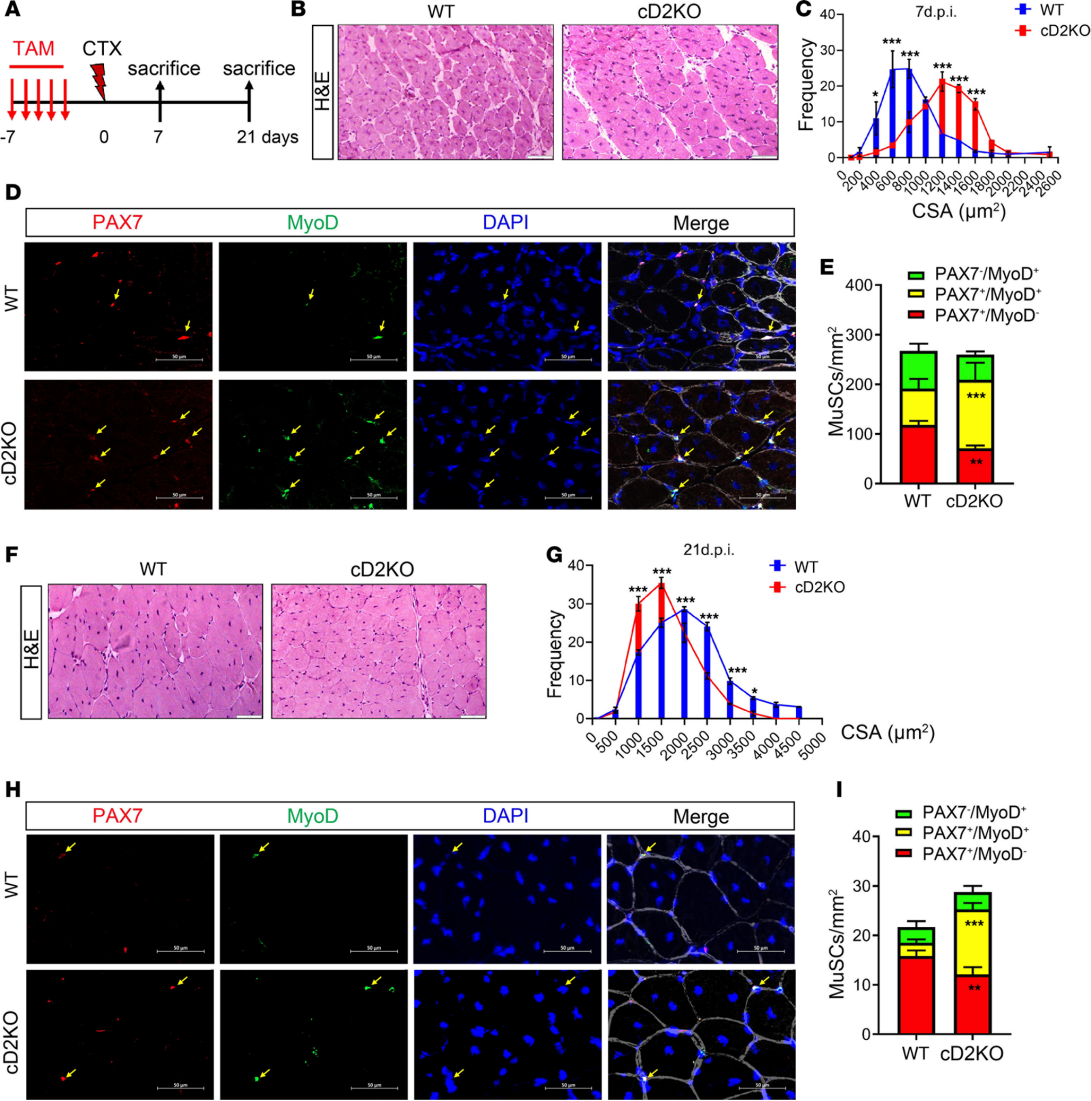
Absence of D2 leads to faster proliferation of MuSCs and transiently accelerates muscle regeneration. (**A**) Schematic of the experimental design, in which mice were euthanized at 7 (**B**–**E**) and 21 days (**F**–**I**). *n* = 9 WT and *n* = 9 cD2KO mice (7 days); *n* = 8 WT and *n* = 8 cD2KO mice (21 days). (**B**) H&E staining of the TA sections. Scale bars: 100 μm. (**C**) Quantification of the CSA in **B**. (**D**) Representative IF staining of PAX7 (red) and MyoD (green) on TA sections. The arrows indicate PAX7^+^MyoD^+^ cells. Scale bars: 50 μm. (**E**) The number of PAX7^–^MyoD^+^, PAX7^+^MyoD^+^, and PAX7^+^MyoD^–^ cells per mm^2^ in **D**. (**F**) H&E staining of the TA sections. Scale bars: 100 μm. (**G**) Quantification of the CSA. (**H**) Representative IF staining of PAX7 (red) and MyoD (green) on TA sections. The arrows indicate PAX7^+^MyoD^+^ cells. Scale bars: 50 μm. (**I**) The number of PAX7^–^MyoD^+^, PAX7^+^MyoD^+^, and PAX7^+^MyoD^–^ cells per mm^2^ in **H**. Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann-Whitney test when comparing 2 conditions and 2-way ANOVA when comparing multiple conditions.

**Figure 3:**
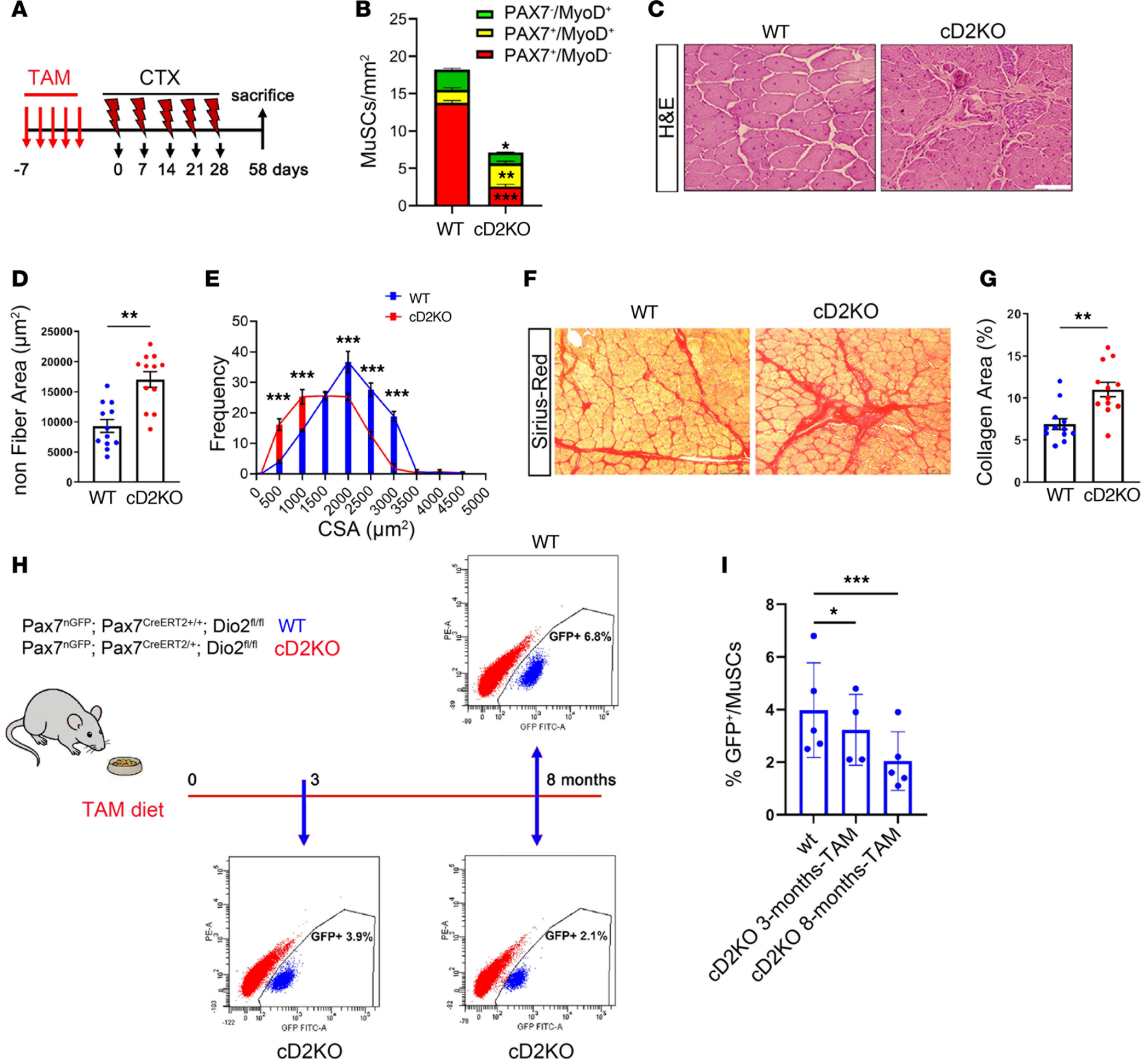
D2 is required for self-renewal of qMuSCs. (**A**) Schematic of the experiment with multiple CTX injections in cD2KO and WT mice. *n* = 12 WT and *n* = cD2KO mice. (**B**) The number of PAX7^–^MyoD^+^, PAX7^+^MyoD^+^, and PAX7^+^MyoD^–^ cells per mm^2^. (**C**) H&E of TA sections. Scale bar: 75 μm. (**D**) Percentage of nonmyofiber tissue. (**E**) Quantification of the CSA of TA sections. (**F**) Representative Sirius Red staining of TA sections. Scale bars: 75 μm. (**G**) Percentage of collagen area in **F**. (**H**) Mouse model used and diagram of the experimental design. FACS analysis showing GFP^+^ /MuSC cells at 3 and 8 months after D2 depletion compared with WT mice. *n* = 5 WT, and *n* = 4 (3 months) and *n* = 8 (8 months) cD2KO mice. (**I**) Quantification of GFP^+^/MuSCs in **H**. Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann-Whitney test when comparing 2 conditions and 2-way ANOVA when comparing multiple conditions.

**Figure 4:**
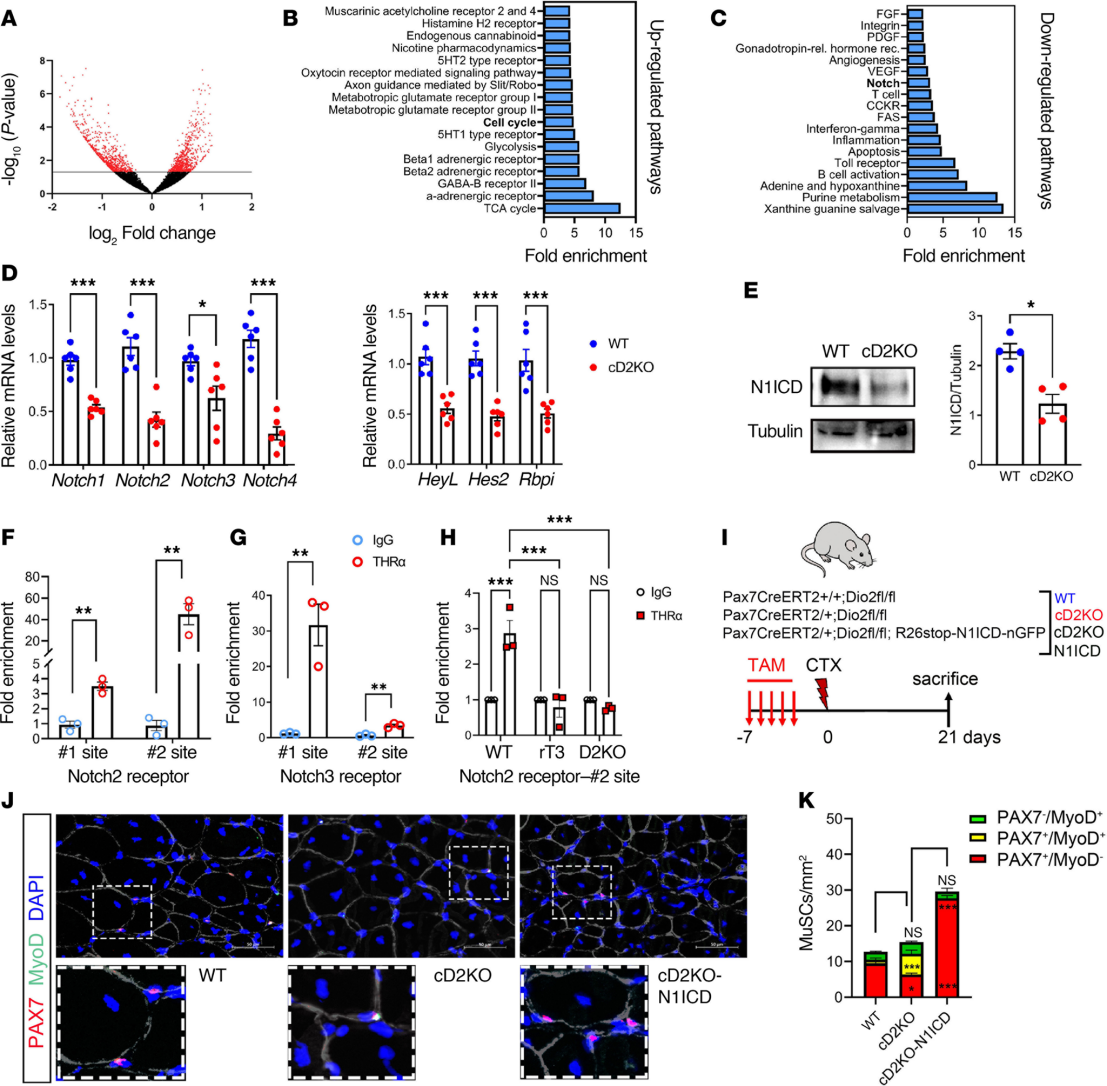
D2 action sustains the Notch signaling pathway. (**A**) Volcano plot showing differences in the mRNA expression of qMuSCs from cD2KO and WT mice. Negative log_10_ *P* value (*y* axis) and log_2_ fold change (*x* axis) are plotted for transcripts detected by RNA-seq analysis. The experiments were conducted on *n* = 3 biological replicates. Gray line indicates *P* value < 0.05. (**B**) The top upregulated pathways in Panther (Protein Analysis Through Evolutionary Relationships; http://www.pantherdb.org/). (**C**) The downregulated pathways in Panther. (**D**) mRNA levels of Notch receptors (Notch1–4) and Notch targets (HeyL, Hes2, and Rbpi) in freshly isolated qMuSCs by FACS. *n* = 6 WT and *n* = 6 cD2KO mice. (**E**) Western blot of cD2KO and WT qMuSCs freshly isolated by FACS. The graph on the right shows the quantification of N1ICD/tubulin. (**F** and **G**) ChIP-qPCR using THR-α and isotype IgG control antibodies on proximal enhancer and promoter regions of Notch2 and Notch3 genes, respectively, in C2C12 cells. Data are normalized to input chromatin; *n* = 3 biologically independent samples. (**H**) ChIP-qPCR using THR-α and isotype IgG control antibodies on proximal enhancer of Notch2 in freshly isolated MuSCs from WT, rT3-treated, and D2KO cells. Data are normalized to input chromatin; *n* = 3 biologically independent samples. (**I**) Mouse model used and diagram of in vivo rescue experiment. 2 independent experiments were conducted with *n* = 4 WT, *n* = 4 cD2KO, and *n* = 4 cD2KO-N1ICD mice each. (**J**) Representative IF of PAX7 (red) and MyoD (green) in TA muscle from indicated mice harvested 21 days after CTX injection. Scale bars: 50 μm. (**K**) The number of PAX7^–^MyoD^+^, PAX7^+^MyoD^+^, and PAX7^+^MyoD^–^ cells per mm^2^. Bars represent the average of at least 3 technical replicates. *n* = 8 mice for each group. Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 using a 2-tailed Student’s *t* test when comparing 2 conditions and 2-way ANOVA when comparing multiple conditions.

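Log2 CPM over the tested genes were compared between mice before averaging. Pearson's r across genes was between 0.921 and 0.939 for pairs of WT mice, between 0.883 and 0.948 for pairs of cD2KO mice and between 0.810 and 0.942 for pairs from different groups, genes not being independent replicates. No pair of libraries differed by as little as sampling noise, since the lowest chi-square per degree of freedom was 8.66. The first principal component held 45.1% of the variance and ran from -50.7 (WT c129) to 72.6 (the library labelled fl125), with the other cD2KO mice at 7.52 and 4.87 and the other WT mice at -9.12 and -25.2. The biological coefficient of variation that edgeR estimated was 0.284. Mitochondrial genes took between 9.09% and 15.8% of the counts of a mouse. Neither the labels nor the paper's text give sequencing batches.

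**Figure D5:**
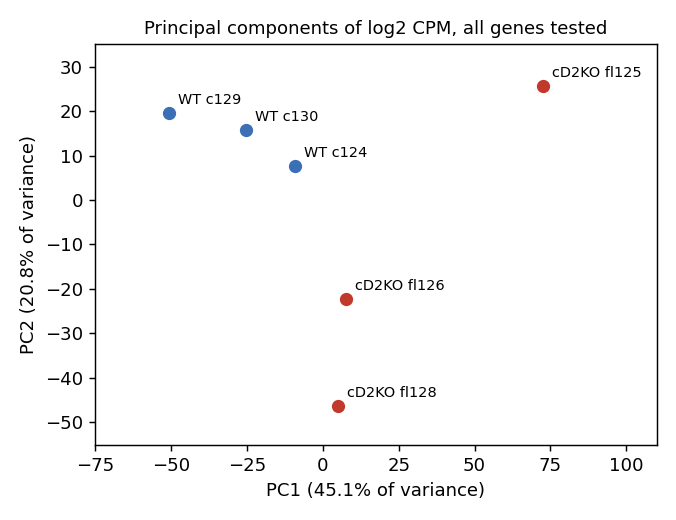
Scores of the 6 mice on the first and second principal components of log2 CPM over all genes tested, with WT mice in blue and cD2KO mice in red. The library labelled fl125 lies at 72.6 on the first component and the other mice lie between -50.7 and 7.52.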

**Figure 5:**
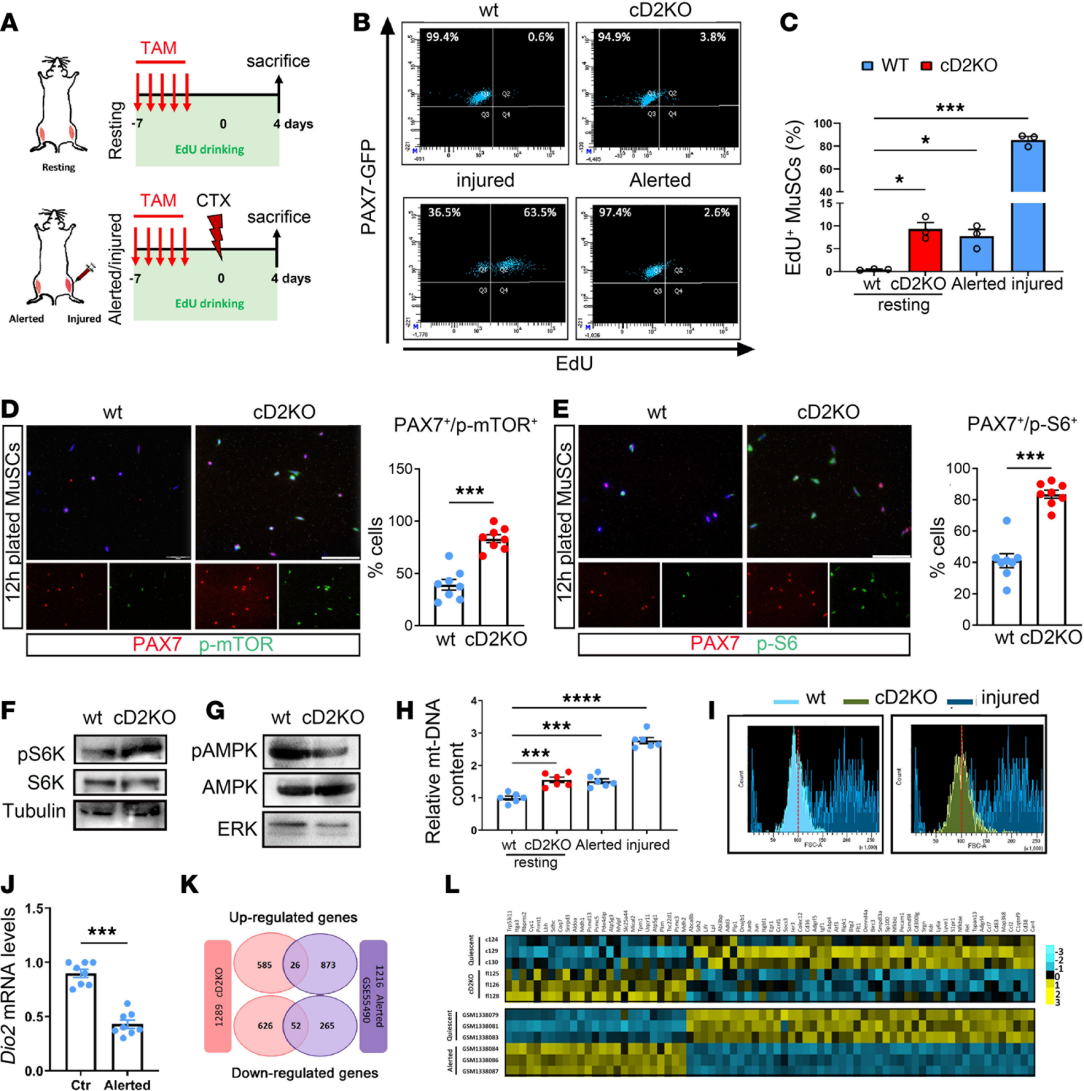
D2 depletion turns qMuSCs to an alert state. (**A**) Schematic of the experiment. (**B**) Representative FACS plots for EdU/Pax7-GFP of MuSCs isolated from resting TA muscle of indicated mice (upper panels) and from alerted and injured muscles of WT mice (lower panels). (**C**) Percentage of EdU^+^/MuSCs in **B**. *n* = 4 independent experiments with *n* = 3 WT and cD2KO mice. (**D** and **E**) Representative IF of PAX7 and p-mTOR (**D**) and p-S6 (**E**) in FACS-isolated MuSCs from resting WT and cD2KO mice (scale bars: 200 μm) and respective quantification of the percentage of PAX7^+^p-mTOR^+^ cells (**D**) and PAX7^+^p-S6^+^ cells (**E**). *n* = 8 WT and *n* = 8 cD2KO mice. (**F** and **G**) Western blots of p-S6K and total S6K (**F**) and p-AMPK and total AMPK (**G**). Tubulin and ERK served as a loading control. (**H**) Relative content of mtDNA in FACS-isolated MuSCs from resting WT, resting cD2KO, alerted WT, and injured WT mice muscles. *n* = 6 WT and cD2KO mice. (**I**) Representative FACS histogram of forward scatter (FSC) signal of MuSCs from resting WT (light blue), resting cD2KO (green), and injured WT (blue) muscles. (**J**) Dio2 mRNA levels of MuSCs from WT muscles in resting (Ctr) and alerted conditions. Alerted MuSCs were harvested 2 days after CTX in contralateral TA muscle. *n* = 8 WT and cD2KO mice. (**K**) Venn comparison analysis between cD2KO RNA-seq and G_Alert_ state array (10); common genes downregulated (*P* < 2.418 × 10^–16^) and common genes upregulated (*P* < 0.041) are shown. (**L**) Heatmap comparison of common genes up/downregulated from cD2KO RNA-seq versus control (quiescent) and G_Alert_ state array previously described (10). Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann-Whitney test when comparing 2 conditions, and 2-way ANOVA when comparing multiple conditions.

**Figure 6:**
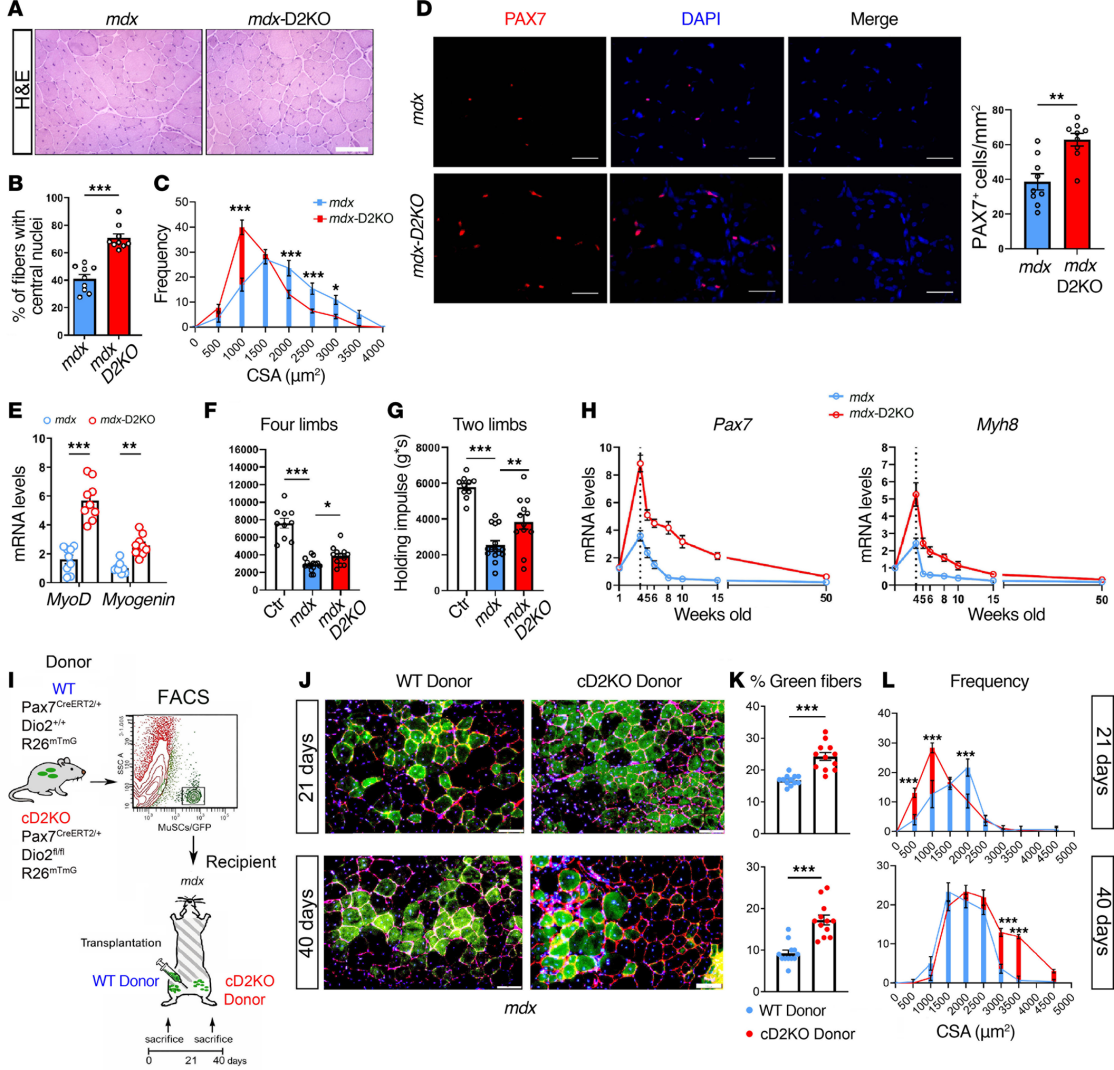
D2KO improves the phenotype of mdx mice. (**A**) Representative H&E of TA sections from mdx and mdx-D2KO mice. Scale bar: 100 μm. *n* = 9 mdx and mdx-D2KO mice. (**B**) Quantification of the percentage of fibers with central nuclei in mdx and mdx-D2KO mice. (**C**) Quantification of the CSA. (**D**) Representative IF staining of PAX7^+^ (scale bars: 100 μm) and quantification (right). (**E**) Relative mRNA levels of MyoD and myogenin. (**F** and **G**) Performance in 4-limb (**F**) and 2-limb (**G**) muscle strength hanging tests of controls (Ctr), mdx, and mdx-D2KO mice at 4 weeks of age. *n* = 10 Ctr, *n* = 15 mdx, and *n* = 12 mdx-D2KO mice. (**H**) Pax7 and Myh8 mRNA levels from muscles at different weeks of age. Data are presented as mean ± SEM of at least 3 technical replicates. *n* = 6 mdx and *n* = 6 mdx-D2KO mice. (**I**) Schematic of the D2-depleted MuSC transplantation assay. MuSC/GFP^+^ cells from WT (Pax7^creERT2/+^ D2^+/+^ R26^mTmG^) and cD2KO (Pax7^creERT2/+^ D2^fl/fl^ R26^mTmG^) mice were transplanted into the TA muscle of a single recipient mdx mouse. *n* = 12 WT and *n* = 12 cD2KO recipient mdx mice. (**J**) Representative IF staining of green epifluorescent fibers of mdx mice xenografted as indicated. Laminin is in red. Scale bars: 100 μm. (**K**) Percentage of green epifluorescent fibers at 21 (upper) and 40 days (lower) following transplantation of MuSC/GFP cells from WT and cD2KO donors. (**L**) Quantification of the CSA (μm^2^) of green fibers 21 (upper) and 40 days (lower) after xenografting. Data are presented as mean ± SEM of at least 3 technical replicates; *P < 0.05, **P < 0.01, ***P < 0.001 using a Mann-Whitney test when comparing 2 conditions and 2-way ANOVA when comparing multiple conditions. Each point (in **B**, **D**–**G**, and **K**) represents the average of at least 3 technical replicates from each mouse.

**Figure 7:**
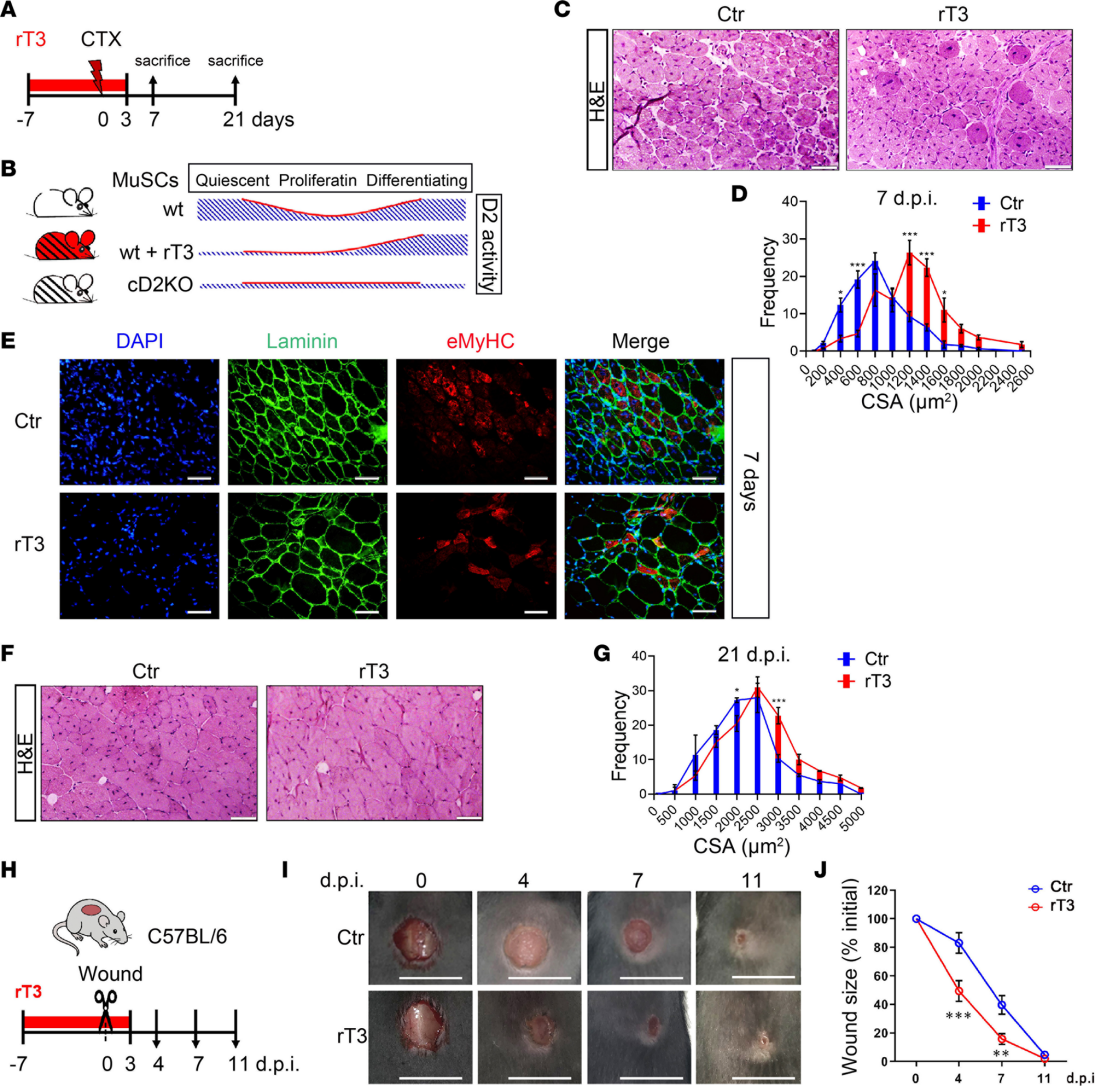
Pharmacological D2 blockade as an agent to enhance repair of muscle and skin injury. (**A**) Schematic illustrating the experimental design. 2 independent experiments were conducted (*n* = 8 untreated and *n* = 10 rT3-treated mice, each). In each experiment, *n* = 4 untreated and *n* = 5 rT3-treated mice were euthanized at 7 and 21 days after CTX injury. (**B**) Schematic of D2 activity in MuSCs during myogenesis in untreated WT, rT3-treated WT, and untreated cD2KO mice. (**C**) Representative H&E staining of TA sections (scale bars: 50 μm) from untreated (Ctr) and rT3-treated mice euthanized 7 days after CTX injury. (**D**) Quantification of the CSA of untreated and rT3-treated mice euthanized 7 days after CTX injury. (**E**) Representative IF staining for eMyHC (red) and laminin (green) in untreated and rT3-treated mice euthanized 7 days after CTX injury. Scale bars: 50 μm. (**F**) Representative H&E staining of TA sections (scale bars: 50 μm) of untreated and rT3-treated mice euthanized 21 days after CTX injury. (**G**) Quantification of the CSA of untreated and rT3-treated mice euthanized 21 days after CTX injury. (**H**) Diagram of the experimental design of wound healing in untreated and rT3-treated mice. *n* = 12 WT mice and *n* = 12 rT3-treated mice. (**I**) Representative images of the wound healing experiment at wound creation (0) and after 4, 7, and 11 days. Scale bars: 1 cm. (**J**) Quantification of wound closure expressed as the mean percentage decrease compared with the initial wound size. Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 using 2-way ANOVA.

# Supplementary material for: Type 2 deiodinase–dependent surge in thyroid hormone controls muscle stem cell quiescence and self-renewal
**Source:** J Clin Invest. 2026 Mar 5;136(9):e194925. doi: 10.1172/JCI194925
**Supplement:** Supplemental data

**ARTICLE TITLE:**

**Type 2 deiodinase–dependent surge in thyroid hormone controls muscle stem cell quiescence and self-renewal.**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

**DATA AVAILABILITY**

The RNA-sequencing raw data generated in this study by wt or cD2KO MuSC have been deposited in the National Center for Biotechnology Information (NCBI) in Gene Expression Omnibus (GEO) under accession code GSE270968. Differentially expressed genes (DEG) in GAlert state were obtained from the GSE55490 series in GEO.

## SUPPLEMENTARY FIGURES

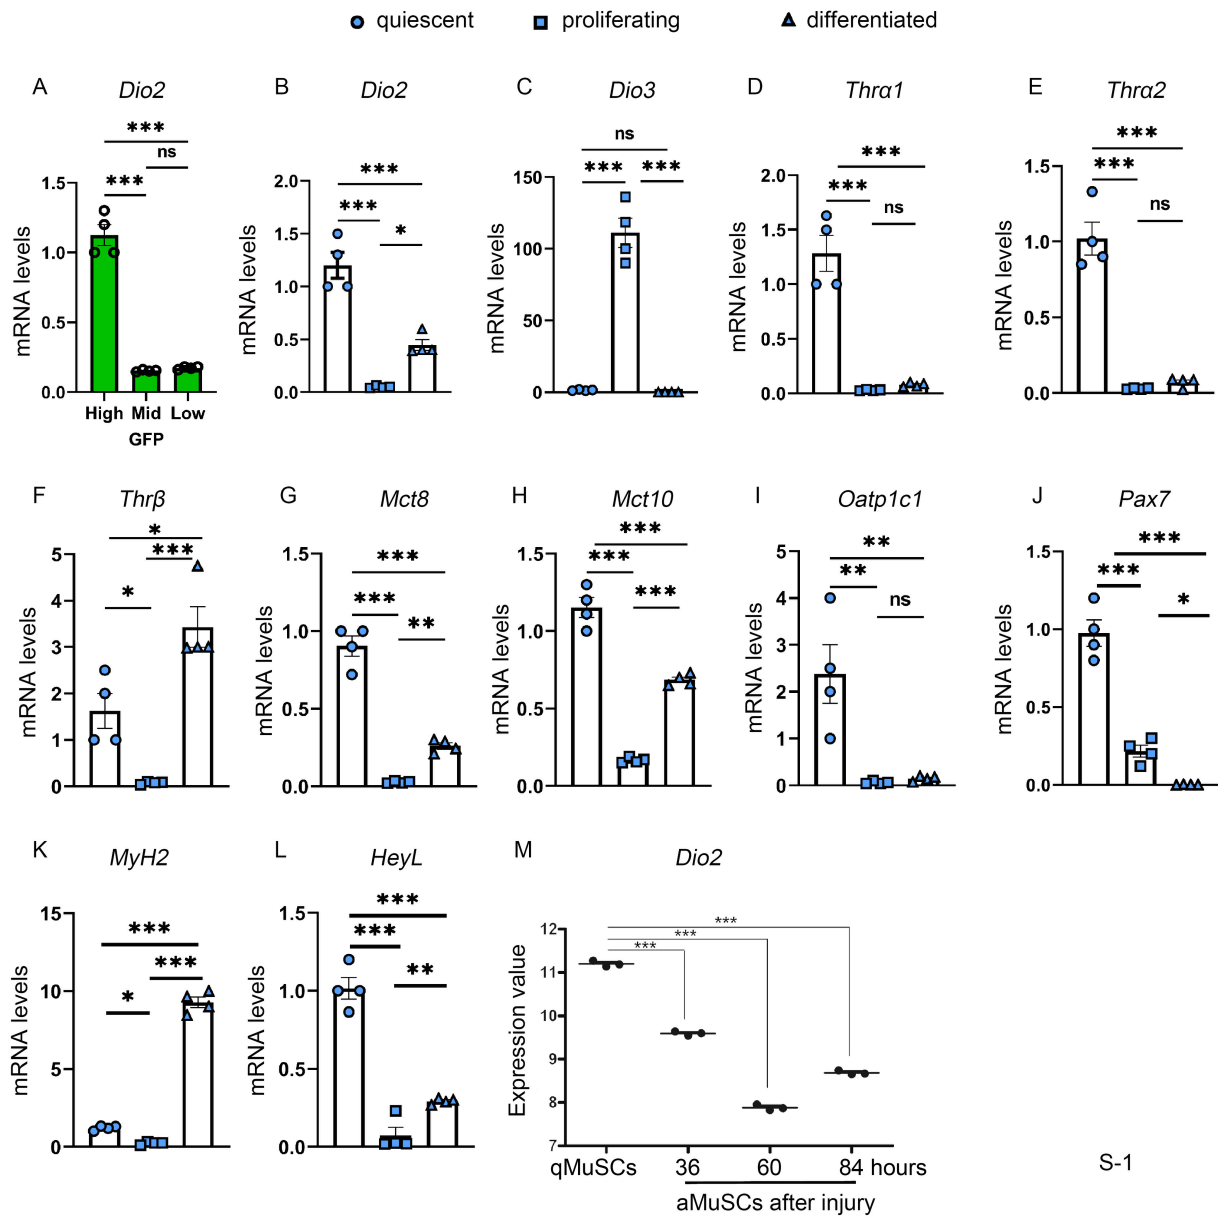

S-1

**Figure S1. Expression of *Dio2* and other relevant TH-related genes in MuSCs under different conditions.**

(A) *Dio2* mRNA levels in Pax7-GFP<sup>High</sup>-mid-low FACS-isolated MuSCs from hindlimb muscles of 3-month-old mice analysed by qRT-PCR (n=4 mice). Expression levels for *Dio2* (B), *Dio3*(C), Thyroid receptors- $\alpha$ 1 (*Thra1*) (D), Thyroid receptors- $\alpha$ 2 (*Thra2*) (E), Thyroid receptors- $\beta$  (*Thrβ*) (F) Thyroid transporters *Mct8* (G), *Mct10* (H), *Oatp1c1* (I), *Pax7* (J), *MyH2* (K) and *Heyl* (L) genes in quiescent,

proliferating and differentiated conditions were measured by qRT-PCR (n= 4). Data are expressed as mean  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 by one-way ANOVA. (M) *Dio2* expression score in quiescent and activated MuSCs at different time points after injury within the GSE47177 dataset<sup>52</sup> analyzed with the GEO2R online tool.

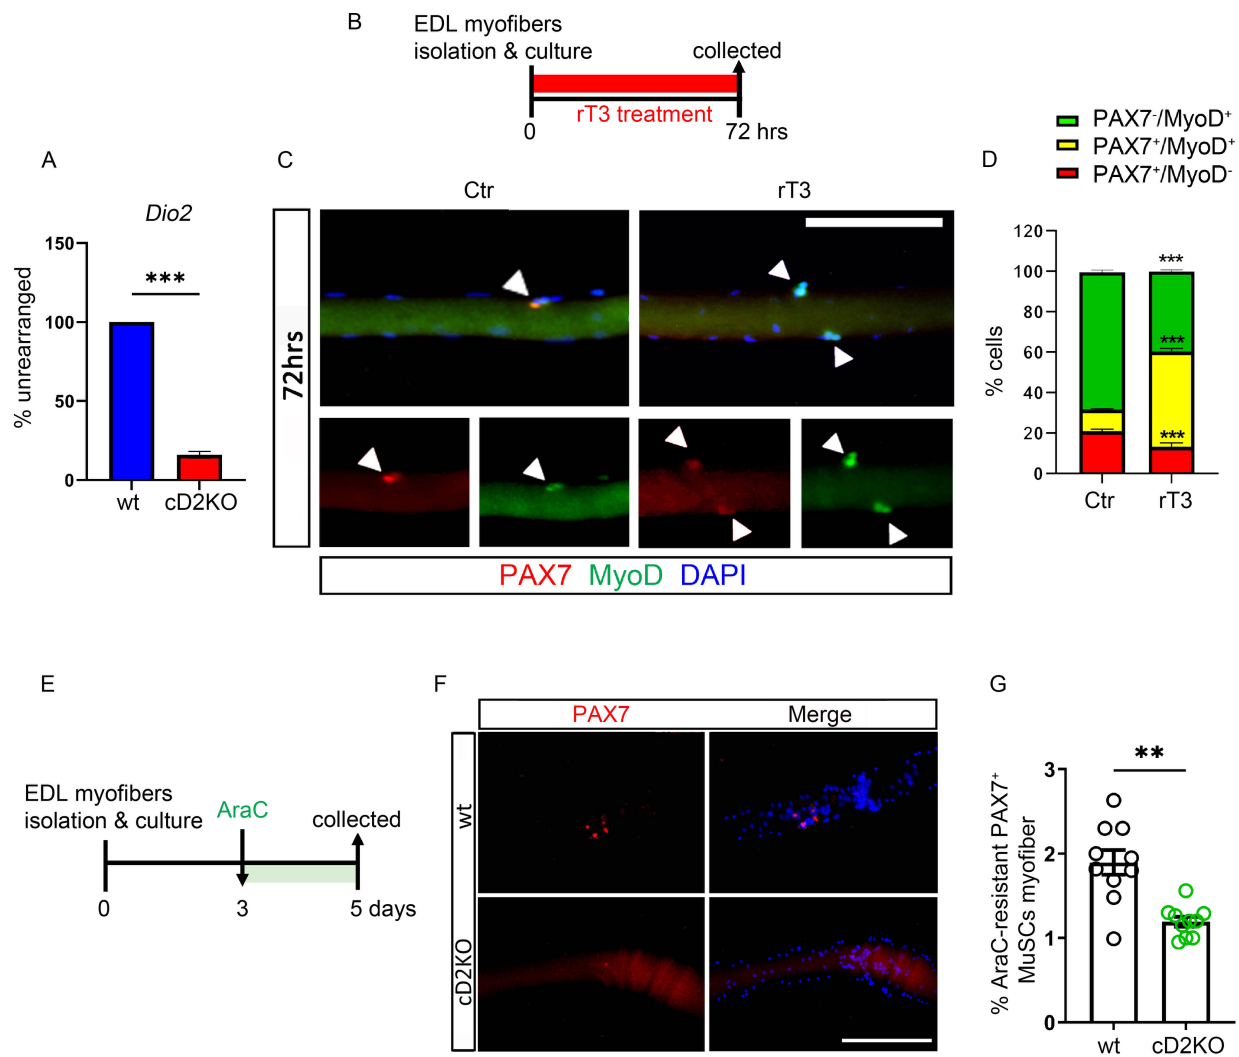

S-2

**Figure S2. D2-depletion sustains MuSCs in the activation phase.**

(A) Percentage of non-rearranged D2 after 5 days of TAM induction. (B) Schematic diagram of the experimental design of C. (C) Representative IF staining of PAX7 (red) and MyoD (green) on isolated myofibers from D2-3xFLAG mice +/- rT3 treatment for 72 hours (Scale bar, 100  $\mu$ m). (D) Quantification of the percentage of PAX7 $\pm$ /MyoD $\pm$  cells. n=12 wild type and n=12 rT3-treated mice.

(E) Diagram of the experimental design (F-G). (F) Representative IF staining of PAX7 cells on cultured fibers treated with AraC for 48 hours (Scale bar, 100 $\mu$ m). (G) Percentage of AraC-resistant PAX7<sup>+</sup> MuSCs on DAPI. Each point represents the average of at least three technical replicates. n=10 wild type and n=10 cD2KO mice. Data are represented as average  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 using a Mann-Whitney test when comparing two conditions and ANOVA when comparing multiple conditions.

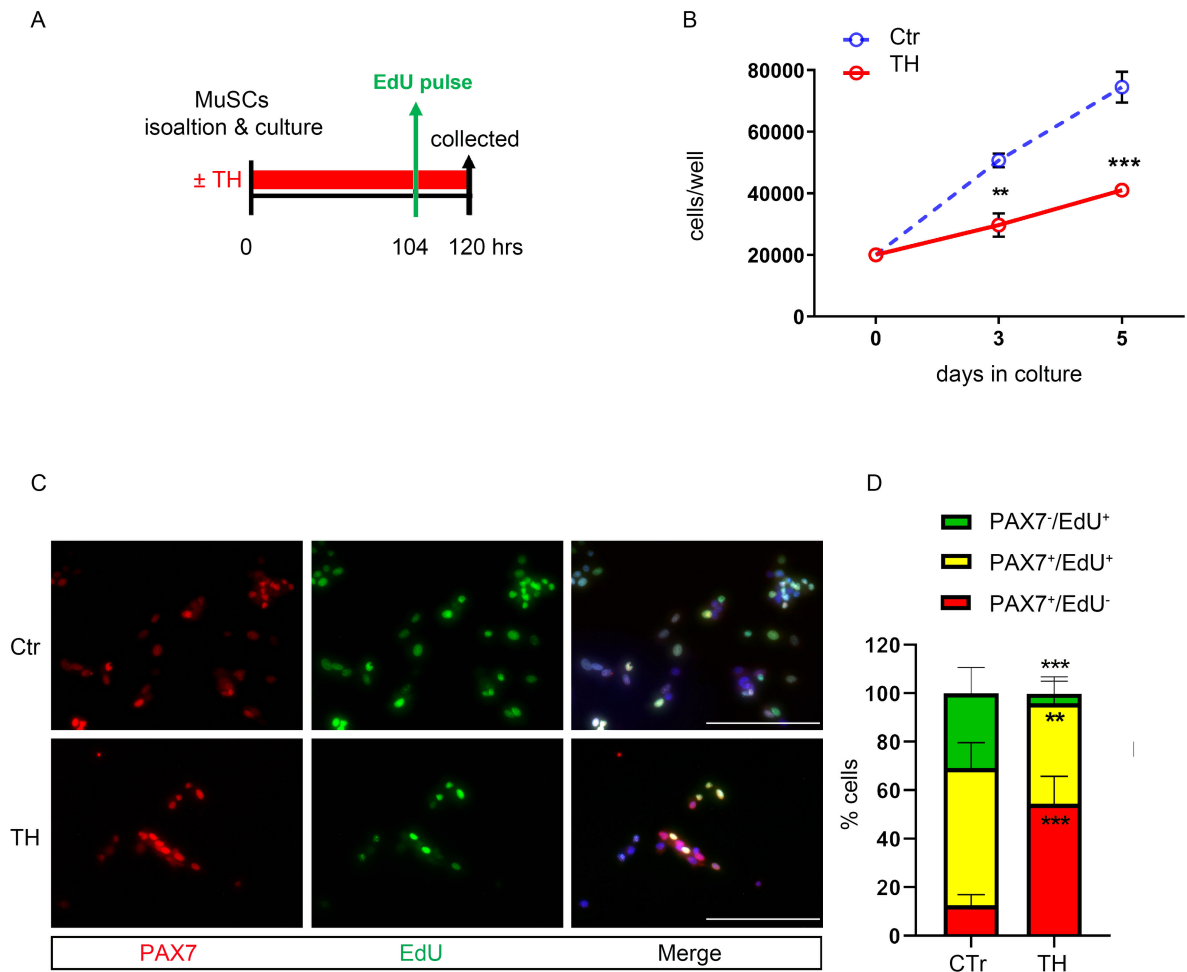

S-3

**Figure S3. TH treatment determines a delay in cell proliferation and activation.**

(A) Schematic of the experiment. FACS-isolated MuSCs were cultured for 5 days under the indicated conditions and then pulsed with EdU for 16 h before harvesting. (B) Growth curve of MuSCs cultured in the absence or presence of exogenous TH (5nM). (C) Representative IF co-staining of PAX7 (red) and EdU (green) (Scale bar, 100µm). (D) Quantification of the percentage of PAX7<sup>±</sup>/EdU<sup>±</sup> cells. Results represent the average of 3 independent experiments. Data are presented as mean ± SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 by 2-way ANOVA.

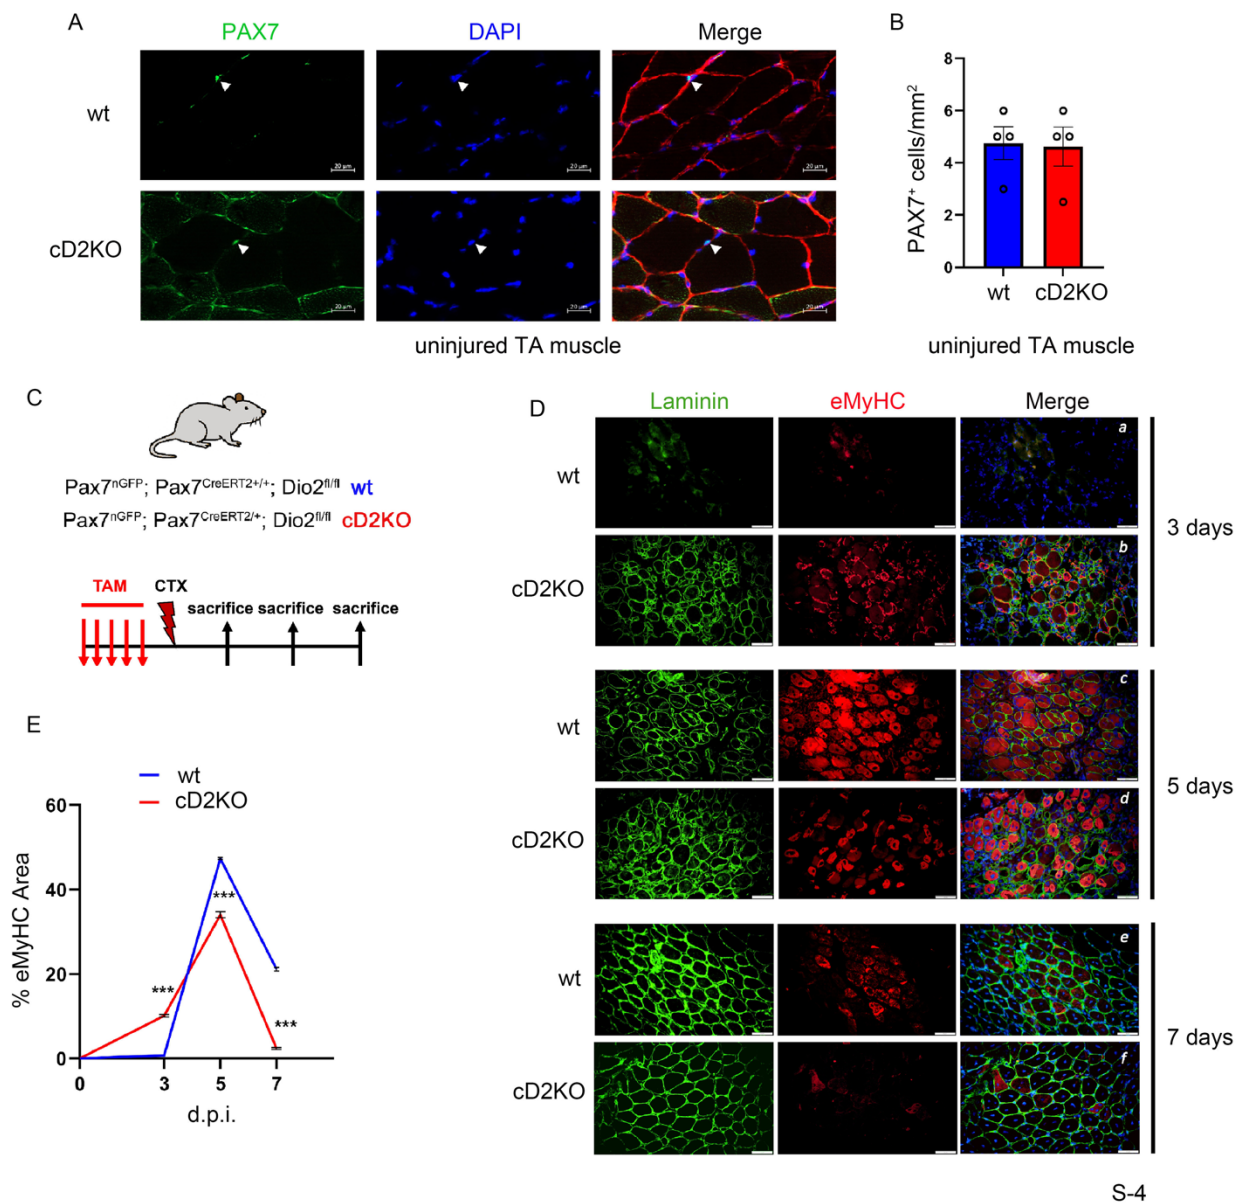

**Figure S4. D2 depletion accelerates the early phase of muscle regeneration.**

(A) Representative IF staining of PAX7 (red) and MyoD (green) on uninjured TA muscle (Scale bar, 50  $\mu$ m).

(B) The number of PAX7<sup>+</sup> cells per mm<sup>2</sup> in A.

(C) Mouse model used and schematic of the experimental design. cD2KO and wt mice were harvested 3, 5 and 7 days after CTX injection, (n= 4 wt and n= 4 cD2KO for each time point).

(D) Representative immunostaining for Laminin (red) and eMyHC (green) (Scale bars, 50  $\mu$ m).

(E) Percentage of eMyHC<sup>+</sup> area of D. Data are presented as mean  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  using a Mann-Whitney test when comparing two conditions and 2-way ANOVA when comparing multiple conditions.

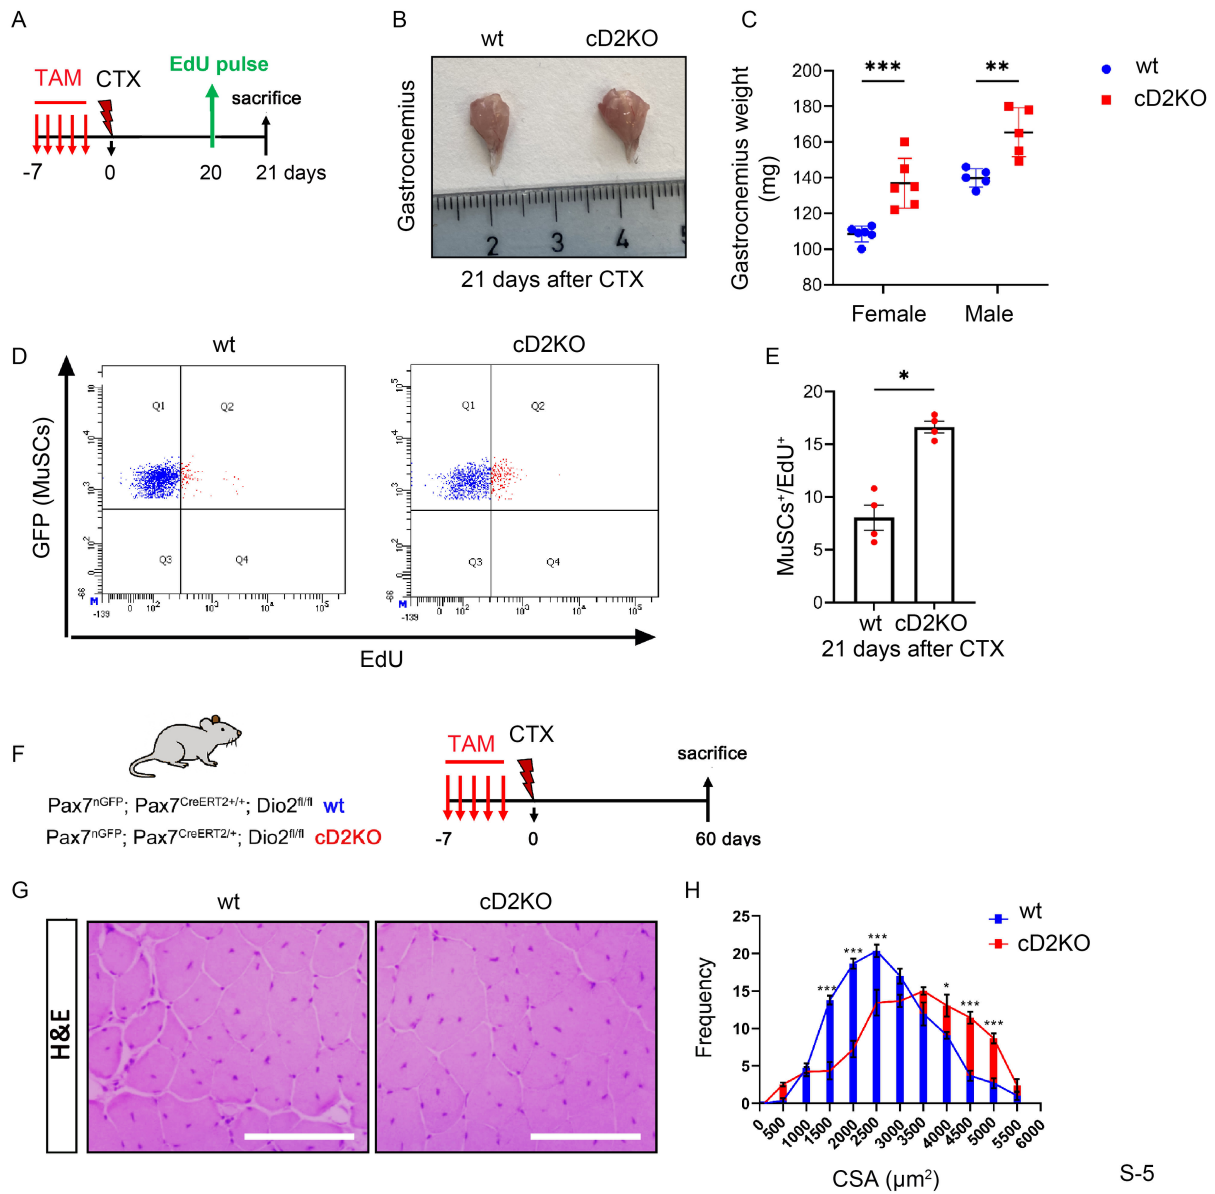

S-5

**Figure S5. Absence of D2 leads, 21 days after injury, to an increased proliferation of MuSCs and muscle hypertrophy.**

(A) Schematic of the experimental design (A-E) in which cD2KO and wt mice were harvested 21 days after CTX injection and 1 days after EdU. (B) Image of gastrocnemius muscle from wt and cD2KO of A. (C) Muscle gastrocnemius weight of A. (D) Representative FACS plots for MuSCs EdU of wild type and cD2KO mice of A.

(E) Percentage of MuSCs EdU<sup>+</sup> in D. Bars are presented as mean values  $\pm$  SEM (n=4 independent experiments with n=4 wild type and n=4 cD2KO mice each).

(F) Mouse model used and schematic of the experimental design F-H in which cD2KO and wt mice were harvested 60 days after CTX injection. (G) H&E staining of the TA sections (Scale bar, 100  $\mu$ m). (H) Quantification of the cross-sectional area of TA sections. Data are presented as mean  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 using a Mann-Whitney test when comparing two conditions and 2-way ANOVA when comparing multiple conditions.

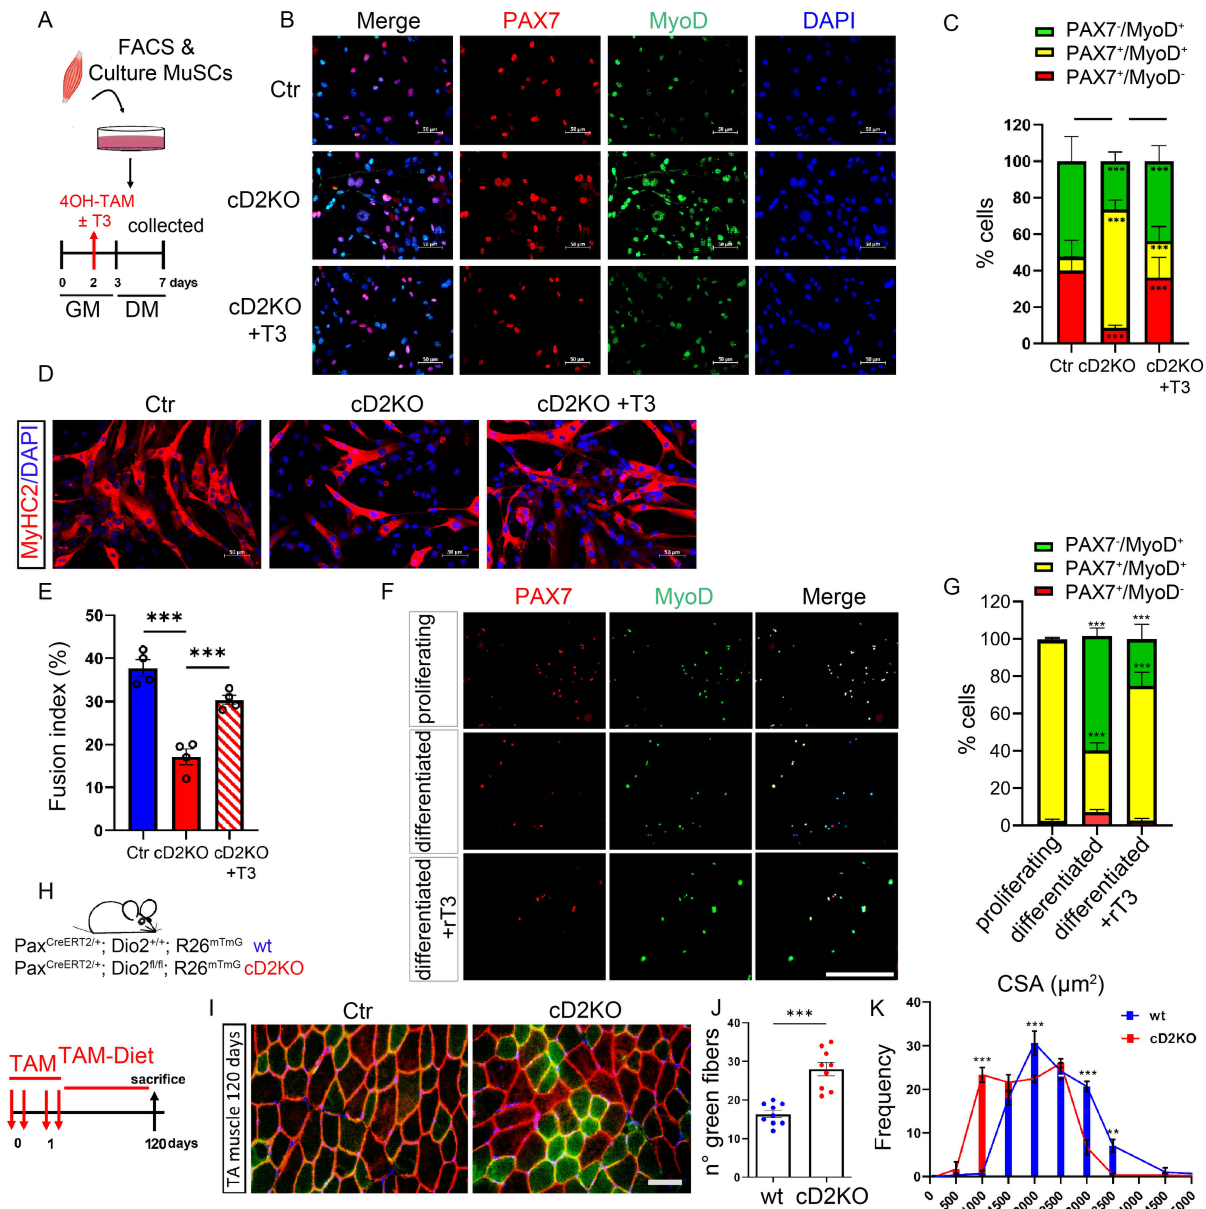

**Figure S6. D2-depletion results in an increased number of activated MuSCs and a progressive reduction of the stem cell pool.**

(A) Schematic design of the “reserve experiment” (A-E). MuSCs isolated from cD2KO and wild type mice were plated and cultured in growth medium for 3 days, treated with 1  $\mu$ M 4OH-TAM and/or 5

nM T3 as indicated, and harvested 4 days later. Two separate experiments were conducted with n=5 wild type and n=5 cD2KO mice each.

(B) Representative immunostaining of PAX7 (red) and MyoD (green) (Scale bar, 50  $\mu$ m).

(C) Percentage of PAX7 $\pm$ /MyoD $\pm$  cells.

(D) Representative immunostaining for MyHC2 (red) and DAPI (blue) (Scale bar, 50  $\mu$ m).

(E) Fusion Index was calculated by dividing the number of nuclei in MyHC $^{+}$  myotubes with  $\geq 2$  nuclei by the total number of nuclei analysed (n >10).

(F) Representative IF co-staining of PAX7 (red) and MyoD (green) in proliferating, differentiated and rT3-treated differentiated MuSCs (scale bar, 200  $\mu$ m). (G) Quantification of the percentage of PAX7 $\pm$ /MyoD $\pm$  cells in each group in F. Bars represent the average of at least three technical replicates. n=9 mice per group each.

(H) Mouse model used and diagram of the experimental design in I-K, (n=9 wild type and n=9 cD2KO mice). (I) Representative green epifluorescence on TA muscle sections following 120 days after TAM-induction (Scale bar, 200  $\mu$ m). (J) Percentage of green fibers in I. (K) Quantification of green fiber cross-sectional area.

Data are presented as mean  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 using a Mann-Whitney test when comparing two conditions, and 2-way ANOVA when comparing plus conditions.

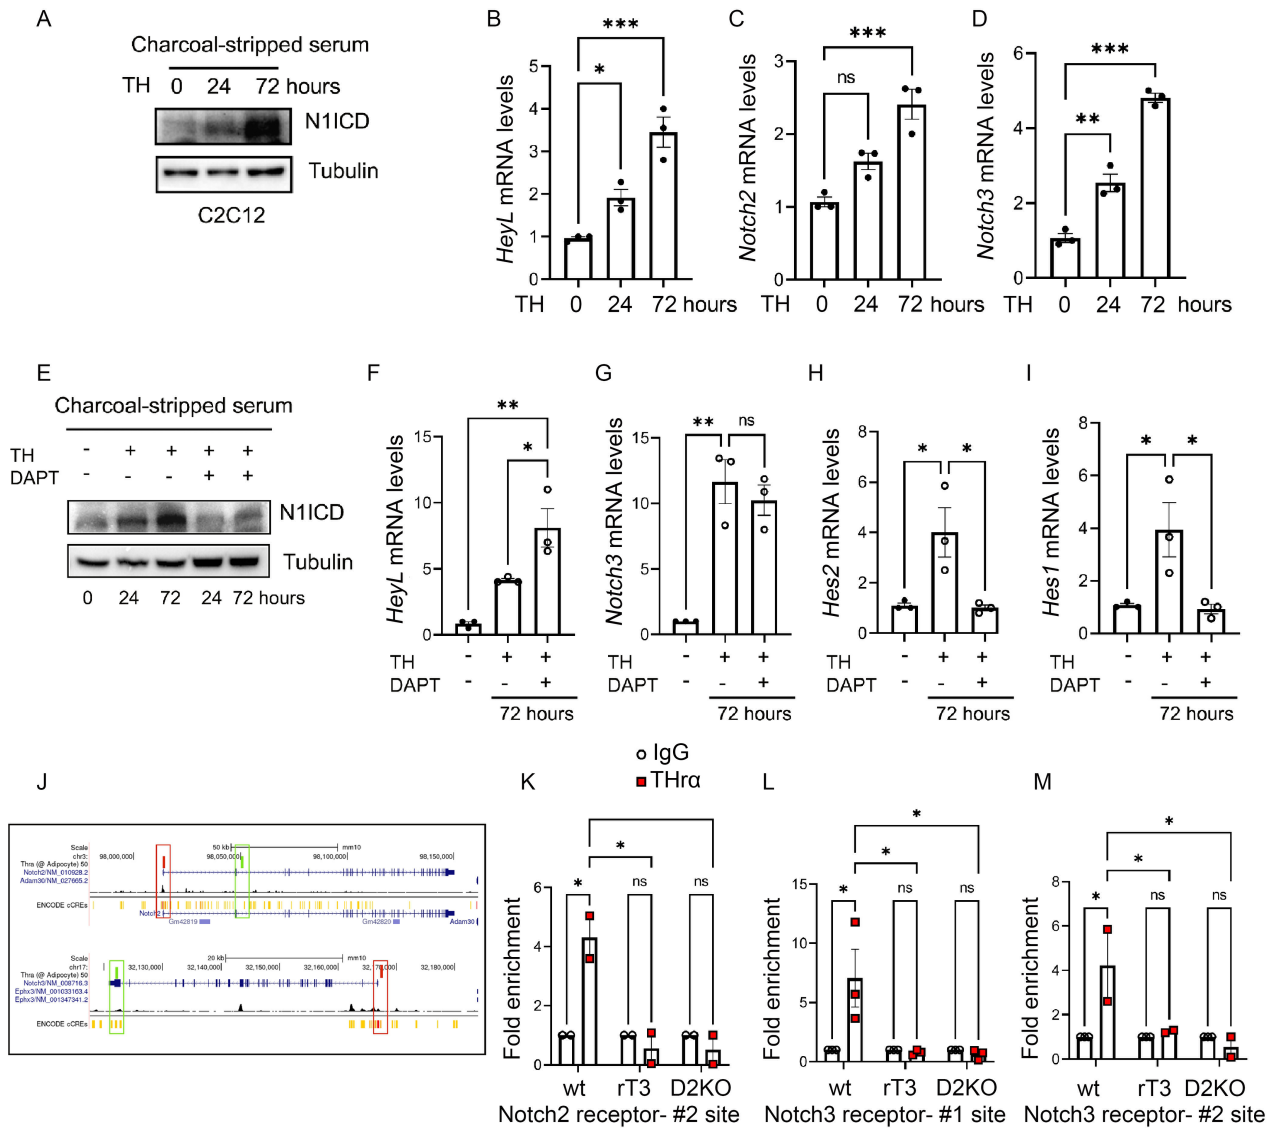

S-7

**Figure S7. Thyroid hormone regulates relevant components of the canonical Notch pathway by direct and undirect mechanisms.**

(A) Protein levels of N1ICD measured by Western blot from C2C12 cells treated with TH for 24 and 72 hours. Tubulin served as a loading control.

(B-D) mRNA levels of *HeyL*, *Noct2* and *Notch3* receptors in C2C12 cells treated with TH for 24 and 72 hours as indicated. Gene expression was determined by RT-qPCR. Data are presented as mean values  $\pm$  SEM ( $n = 3$  biologically independent samples).

(E) Protein levels of N1ICD measured by Western blot from C2C12 cells treated with TH and/or DAPT for 48 and 72 hours. Tubulin served as a loading control.

(F-G) mRNA levels of *HeyL*, *Notch3*, *HES2* and *HES1* in C2C12 cells treated with TH and/or DAPT for 24 and 72 hours as indicated. Gene expression was determined by qRT-PCR. Data are presented as mean values  $\pm$  SEM ( $n = 3$  biologically independent samples).

(J) Genomic localization of candidate THR $\alpha$  binding sites at the Notch2 and Notch3 loci. Genome browser views of the mouse Notch2 (top, chr3) and Notch3 (bottom, chr17) genomic regions are shown. Gene annotations are indicated in blue and ENCODE candidate cis-regulatory elements (cCREs) are displayed. For each locus, two putative THR $\alpha$  binding regions were selected for analysis and are highlighted by colored boxes. The red box (site #1) corresponds to a promoter-proximal region located upstream of the transcription start site. The green box (site #2) marks a distal regulatory region overlapping a THR $\alpha$  ChIP-seq peak previously identified in brown adipocytes (black track; GEO accession GSM6051365).

(K-M) ChIP-qPCR using THR-alpha and isotype IgG control antibodies on proximal enhancer and promoter regions of Notch2 in pp6 cells. Data are normalized to input chromatin ( $n=3$  biologically independent samples). Data are presented as mean  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  using a Mann-Whitney test when comparing two conditions, and 2-way ANOVA when comparing plus conditions.

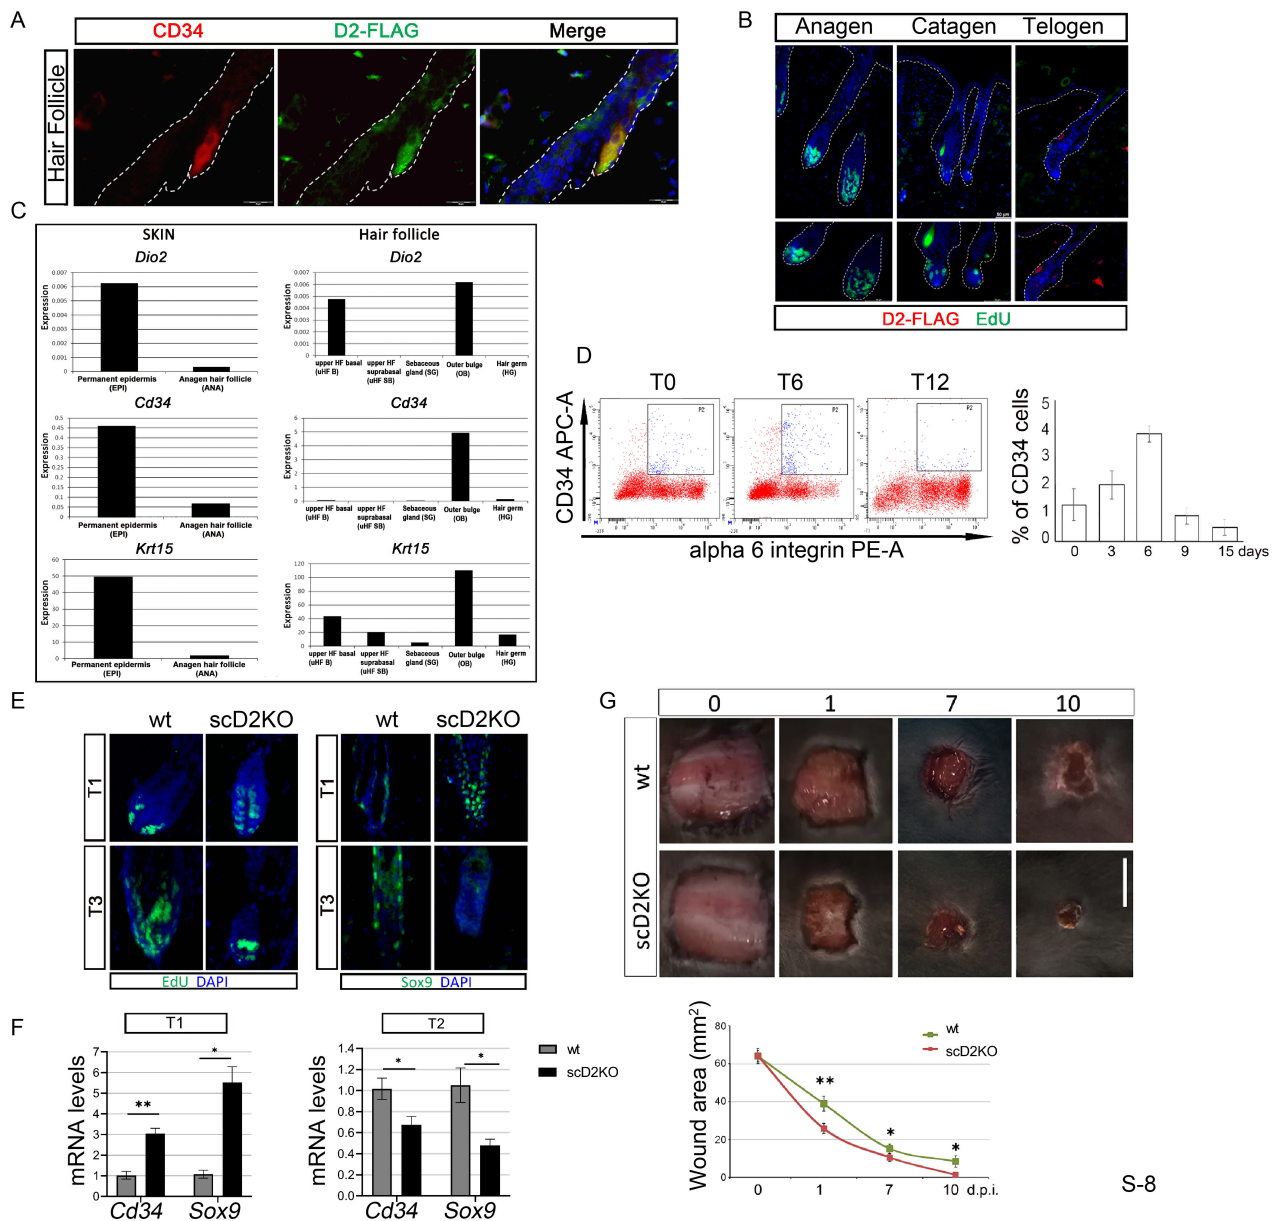

**Figure S8. Analysis and functional characterization of D2 expression in skin.**

(A) Representative IF co-staining of CD34 (red) and D2-FLAG (green) in the hair follicle (Scale bar, 40  $\mu$ m). (B) Representative IF of EdU- and D2- positive (green) cells during the hair follicle cycle (scale bar 50  $\mu$ m (top), 20  $\mu$ m (bottom)). (C) In silico data analysis of D2 expression from the publicly available dataset (<http://kasperlab.org/mouseskin>) in mouse skin and hair follicle cycle from single cell RNA sequencing of mouse epidermis. (D) Percentage of  $\alpha$ 6-integrin<sup>+</sup>/CD34<sup>+</sup> cells were evaluated by FACS analysis from the epidermis of scD2KO at 0 (T0), 6 (T6) and 12 days (T12) after TAM-induced D2 depletion (right). (E) EdU/DAPI and Sox9/DAPI IF co-staining in the hair follicle after one (T1) and three (T3) consecutive shavings in scD2KO and Ctr mice. (F) CD34 and Sox9 mRNA

levels were measured by qRT-PCR in the hair follicle after one (T1) and three (T3) consecutive shaves in scD2KO and Ctr mice. (G) Wound healing experiment in scD2KO and Ctr mice after 7 days of TAM treatment. Representative images of the area at 0, 1, 7 and 10 days after wounding and its quantification (bottom). Wound area was calculated using Cell\*F Olympus Imaging Software (Scale bar, 1 cm). Data are presented as mean  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  using t-student test when comparing two conditions and ANOVA when comparing plus conditions.

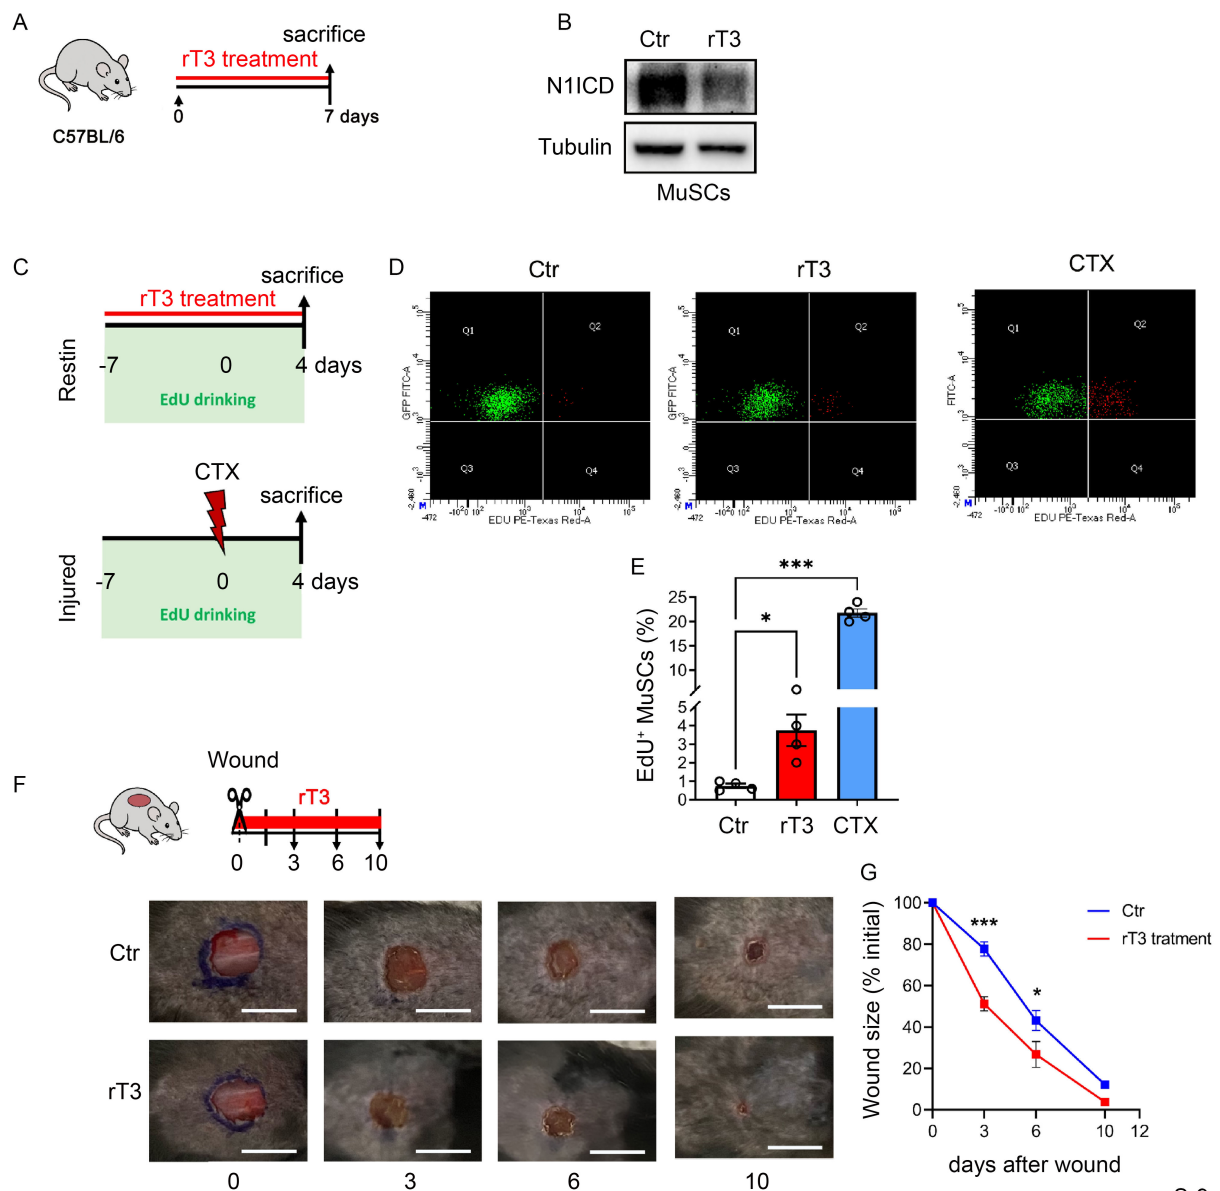

S-9

**Figure S9. Effects of rT3 treatment in mice and its similarity with genetic D2 depletion.**

(A) Schematic diagram illustrating the experimental design in rT3 treated C57BL/6 mouse.

(B) Protein levels of N1ICD measured by Western blot from FACS-isolated MuSCs from resting Ctr and rT3 treated mice. Tubulin served as a loading control.

(C) Schematic representation of the in vivo EdU incorporation experiment in rT3 treated mouse.

(D) Representative FACS plots for EdU/Pax7-GFP of MuSCs isolated from resting tibialis anterior muscle of rT3 and Ctr mice (upper panels) and injured muscles of Ctr mice (lower panels).

(E) Percentage of EdU+/MuSCs in D.

(F) Schematic representation and representative images of the wound healing experiment at wound creation (0) and after 3, 6, and 10 days.

(G) Quantification of wound closure as expressed in the mean percentage decrease compared to the initial wound size (scale bar, 1 cm). Bars are presented as mean values  $\pm$  SEM (n=4 mouse per group).

Data are presented as mean  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 using ANOVA.

## SUPPLEMENTAL METHODS

### **Tamoxifen treatment of mice and *in vivo* EdU incorporation assay**

Tamoxifen (TAM) (Sigma Aldrich, T5648) was dissolved in corn oil (Sigma Aldrich, C8267)/10% ethanol (Carlo Erba, #4146052) at a concentration 10 mg/mL and stored at 4°C. For inducible Cre<sup>ERT2</sup> experiments, mice were injected intraperitoneally (IP) with 2 mg TAM (~ 200 µL, 80 mg/mL) for five consecutive days. For *in vitro* experiments, 4-hydroxy-N-desmethyltamoxifen (4OH-TAM, active metabolite) was used at a final concentration of 1 µM. For the *in vivo* EdU incorporation assay, EdU (Sigma Aldrich, #900584) was prepared at 20 mg/mL in saline solution and 6 mg EdU (~ 300 µL) was injected IP into mice along with TAM induction. EdU was detected using the Click-iT EdU Assay (Invitrogen, C10337) according to the manufacturer's instructions.

### **Fluorescence Activated Cell Sorting**

MuSCs were isolated from Tg:Pax7-nGFP mice by fluorescence-activated cell sorting (FACS) as previously described <sup>36</sup>. Briefly, limb muscles from adult mice (3-4 months old) were dissected and minced in ice-cold DMEM. Samples were then digested with a mixture of 0.1% collagenase A (Sigma Aldrich, C9891), 0.2% Dispase II (Roche, #04942078001) and 2.5mM CaCl<sub>2</sub> for 30 minutes at 37°C in a shaking water bath. After digestion, DMEM was added to the muscle suspension and filtered, through a 70-µm cell strainer (Corning, #431751), and then centrifuged at 50g for 10 minutes at 4°C to remove large tissue fragments. The supernatant was collected and washed twice by centrifugation at 600 g for 15 minutes at 4°C. Before FACS, the final pellet was resuspended in cold DMEM and 1% penicillin-streptomycin supplemented with 2% FBS, and the cell suspension was filtered through a 30-µm strainer (BD Bioscience, #340598). FACS was performed using FACS Aria IIIu (Becton Dickinson) by gating for GFP fluorescence. MuSCs were cultured in 1:1 DMEM:MCDB (Gibco, 10372019) containing 20% FBS, 1% penicillin-streptomycin 2% ultroser<sup>TM</sup>G (PALL-life sciences,

#15950-017). Cells were plated on Matrigel (BD Biosciences; catalog #354234) or harvested in lysis buffer for RNA or protein extraction.

For cell-sorted epithelial skin, dorsal skin was removed from mice and treated with trypsin 0.25% (Sigma Aldrich, T4799) overnight after removal of adipose tissue. The epidermal layer was separated from the dermis, minced, and incubated with trypsin 0.25% for 7 minutes at 37°C. After digestion, FBS was added to inactivate the trypsin. Cells were filtered through a 70-µm cell strainer. Cell sorting was performed using APC-anti-mouse CD34 (Biolegend, #119310) and PE-rat anti-human integrin alpha-6 (BD Pharmingen, #555736) (Table S1), after incubation for 1 hour on ice. Fluorescence-activated cell sorting analysis was performed using FACS Aria IIIu (Becton Dickinson).

#### **Declaration of Artificial Intelligence and Large Language Models statement.**

ChatGPT (OpenAI) was used only to assist with English editing and to prepare the initial version of Graphical abstract. No AI tools were used for data analysis, experimental design, or interpretation of scientific results.

**Table S1**

| Antibodies                                  |        |                                      |             |          |             |
|---------------------------------------------|--------|--------------------------------------|-------------|----------|-------------|
| Name                                        | Host   | Source                               | Cat. number | Dilution | Application |
| ANTI-FLAG M2                                | Mouse  | Sigma-Aldrich                        | F3165       | 1:1000   | IF, WB      |
| (APC)-anti-mouse CD34                       | Mouse  | Biolegend                            | 119310      | 1:500    | IF; FACS    |
| Alexa Fluor 488 goat anti-mouse IgG         | Goat   | ThermoFisher Scientific              | A-11001     | 1:500    | IF          |
| Alexa Fluor 594 donkey anti-mouse IgG       | Donkey | ThermoFisher Scientific              | A-21203     | 1:500    | IF          |
| Alexa Fluor 594 donkey anti-rabbit IgG      | Donkey | ThermoFisher Scientific              | A-21207     | 1:500    | IF          |
| AMPK-alpha (23A3)                           | Rabbit | Cell Signaling                       | #2603       | 1:500    | WB          |
| Anti-Thyroid Hormone Receptor antibody [C3] | Mouse  | Abcam                                | ab2743      | 1:1000   | ChIP        |
| Cleaved Notch1 (Val1744) (D3B8)             | Rabbit | Cell Signaling                       | # 4147      | 1:500    | WB          |
| D3 (718)                                    | Rabbit | Home made <sup>66</sup>              |             | 1:500    | IF          |
| GFP (B-2)                                   | Rabbit | Santa Cruz Biotechnology             | sc-9996     | 1:500    | IF          |
| MyoD                                        | Rabbit | Santa Cruz Biotechnology             | sc-304      | 1:500    | IF          |
| MyoD                                        | Rabbit | Cell Signaling                       | #13812      | 1:200    | IF          |
| p44/42 MAPK (Erk1/2)                        | Rabbit | Cell Signaling                       | #4695       | 1:500    | WB          |
| Pax7 (PAX7)                                 | Mouse  | Developmental Studies Hybridoma Bank |             | 1:20     | IF          |
| PE-rat anti human alpha-integrin            | Rat    | BD Pharmingen                        | 555736      | 1:500    | FACS        |
| Phospho AMPK-alpha (T172) (40H9)            | Rabbit | Cell Signaling                       | #2535       | 1:500    | WB          |
| Phospho mTor (Ser2448)                      | Rabbit | Elabscience                          | E-AB-20929  | 1:600    | IF          |
| Phospho S6K1 (T3089)                        | Rabbit | Abcam                                | 2571        | 1:500    | WB          |
| Phospho-S235/6 S6 ribosomal protein         | Rabbit | Cell Signaling                       | #2211       | 1:500    | WB          |
| $\alpha$ Tubulin                            | Mouse  | Santa Cruz Biotechnology             | sc-8035     | 1:1000   | WB          |

|                        |        |                |        |        |    |
|------------------------|--------|----------------|--------|--------|----|
| Anti-Laminin-2         | Rat    | Sigma-Aldrich  | L0663  | 1:500  | IF |
| Anti-Laminin           | Rabbit | Sigma-Aldrich  | L9393  | 1:500  | IF |
| Cleaved Notch1 (D1E11) | Rabbit | Cell Signaling | # 3608 | 1:1000 | WB |

**Table S2**

| Oligonucleotides used for real-time PCR |                           |                             |
|-----------------------------------------|---------------------------|-----------------------------|
| Gene                                    | Forward primer (5' → 3')  | Reverse primer (5' → 3')    |
| <i>Cyclophilin A (CypA)</i>             | CGCCACTGTCGCTTTTCG        | AACTTTGTCTGCAAACAGCTC       |
| <i>Dio2</i>                             | CTTCCTCCTAGATGCCTACAAAC   | GGCATAATTGTTACCTGATTCAAG    |
| <i>Dio3</i>                             | CCGCTCTCTGCTGCTTCAC       | CGGATGCACAAGAAATCTAAAAGC    |
| <i>Mct10</i>                            | CCATCGTGAGTGCTTTCACGGACAT | GGAGCAGGATTGTGAAGACGCTGC    |
| <i>Mct8</i>                             | TTCGGCTGGATAGTGGTGTTCGCA  | ATCATGCCCATAGCGAGGGCTC      |
| <i>Oatplc1</i>                          | GGCTCATCAACATTCTGCAGTGG   | CAGCAAGACAAGCCGACACATAGG    |
| <i>Thral1</i>                           | ACCACCGCAAACACAACATT      | CATTCCGAGAAGCTGCTGTC        |
| <i>Thra2</i>                            | CCTGGATGACACGGAAGTGCT     | GGGCACTCGACTTTCATGTG        |
| <i>Thrb</i>                             | CACAGGGTACCACTATCGCTGC    | CAGCACCAAGTCTGTTGCCATGC     |
| <i>Cd34</i>                             | CTCTGCCTGATGAGTCTGCT      | TGGTGTGGTCTTACTGCTGT        |
| <i>Sox9</i>                             | AGGGCTACGACTGGACGCTGGTG   | TGTAATCGGGGTGGTCTTTCTTGTGCT |
| <i>Myod1</i>                            | GACCTGCGCTTTTTTTGAGGACC   | CAGGCCCACAGCAAGCAGCGAC      |
| <i>Myog</i>                             | TTGCTCAGCTCCCTCAACCAGGA   | TGCAGATTGTGGGCGTCTGTAGG     |
| <i>Ck (Ckm)</i>                         | GACCTCAGCAAGCACAACAA      | CCTGGATGATGGGATCAAAC        |
| <i>HeyL</i>                             | TCTTGCGAGATGACCGTGGAT     | GCATAGCTCTTGAGGTGGGA        |
| <i>Hes2</i>                             | CTGCCCCAGAAGAGTTGAGGA     | AGCTATTCAAAGGCCAGGT         |
| <i>Rbpj</i>                             | ACAGACAAGGCCGAGTACAC      | ACATCCCCAAACCACACTCT        |
| <i>Notch1</i>                           | GGTCGCAACTGTGAGAGTGA      | TTGCTGGCACATTTCATTGAT       |
| <i>Notch2</i>                           | GCAGGAGCAGGAGGTGATAG      | GCGTTTCTTGGA CTCTCCAG       |
| <i>Notch3</i>                           | CTCATCAGGAACCGCTCCAC      | TCCCGAGCGGCCAAGAACAG        |
| <i>Notch4</i>                           | ATCCCTCTAACCTGCATCCC      | GACCCTCAGAGTCAGGGACA        |
| <i>Pax7</i>                             | ACCCTGATGCATGGTTGATGG     | GTCTGGTTTCAGTAACCGGCGTG     |
| <i>Desmin (Des)</i>                     | TACACCTGCGAGATTGATGC      | ACATCCAAGGCCATCTTCAC        |
| <i>MyHC2</i>                            | CCATTTCAGAGCAAAGATGCAGG   | GCATAACGCTCTTTGAGGTTG       |
| <i>Hes1</i>                             | TTCTTAAGTGCATCCAAAATCA    | GCCTCTGAGCACAGAAAGTCA       |
| Oligonucleotides for mitochondrial DNA  |                           |                             |
| Cytochrome B                            | CATTGATTATGAGGCGGCTA      | TGTTGGGTTGTTTGATCCTG        |
| b-Globin                                | GAAGCGATTCTAGGGAGCAG      | GGAGCAGCGATTCTGAGTAGA       |
| Oligonucleotides used for ChIP analysis |                           |                             |
| Gene                                    | Forward primer (5' → 3')  | Reverse primer (5' → 3')    |
| 5' Notch2                               | CTCCCCATGCGGATCTGCTC      | GACGAGGCAGTTTGAAGAC         |
| 5' Notch3                               | GGTTTGGAGTCAGGGGTGTT      | CCTCGGTACACTCAGGTCTG        |
| Notch2                                  | GTCTCTCCAGCCCAGAAGTT      | AGGCCTCCTTTTCCAAACCT        |
| Notch3                                  | AGCATACTTCAGAGGCCAGG      | CAGTCTTCTCAGCCCTGGAA        |

How the deposited data were processed for this re-analysis (not part of the article)

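RNA of quiescent MuSCs sorted from resting muscles of 3 WT and 3 cD2KO mice was sequenced, with a library per mouse. The authors extracted RNA with the RNeasy Mini Kit, aligned the reads to mm10 with STAR at default options and deposited raw counts of reads per gene, in whole numbers and without normalization, with a column for each mouse. The labels name a commercial digital RNA-seq service, and the paper names its sequencing kit and instrument. The version of STAR, the counting tool, the annotation, the use of strand and the handling of PCR duplicates are not named in the paper's text. The Methods give mm10 together with the name of a human assembly, and mm10 was taken as the build. Coordinates and symbols came from GENCODE M21 for mm10, in which 30934 of the 31053 gene identifiers were found. Mice were assigned to groups by the genotype in the sample labels and by their names in Fig. 5L.

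From the deposited counts, genes with a mean of DESeq2-normalized counts above 10 were kept, as in the paper, which left 11633. Counts were scaled with TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimation, all 6 mice in the fit and no covariate, and p-values were adjusted by Benjamini-Hochberg over all genes tested. The threshold was an unadjusted p under 0.05, the line drawn in Fig. 4A, and adjusted p are given beside it. Log2 CPM were computed with a prior count of 2, and CPM with the TMM-scaled library sizes. Gene lists were written by hand and tested with camera in limma 3.58.1 and with two-sided Fisher's exact tests against all genes tested. Single values were compared with two-sided exact permutation tests, whose p is at least 0.1 for 3 mice against 3. Standard deviations are between mice.

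The genes named were chosen as follows. They are Dio2, a selection of the genes the paper names in its text, Fig. 4D or Supplemental Figure 1, apart from a result not reported here, the 5 genes with the smallest p in each direction among those that separated the groups, the members of the Notch and cell cycle lists with an unadjusted p under 0.05, up to 5 in each direction, and the 3 genes of Fig. 5L with the smallest p in each direction. Eif2s3y, Ddx3y, Uty, Kdm5d, Xist, Eif2s3x, Myh11, Acta2 and Mki67 were chosen after their values were seen.

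The alternatives were the Wald test of DESeq2 1.42.0, DESeq2 with a normal prior, limma voom, DESeq2 size factors or upper quartile normalization in edgeR, edgeR's own filter, a minimum mean of 50 or no minimum, non-robust estimation, leaving out each mouse in turn, an endothelial marker score as a covariate, calls at an adjusted p under 0.05 or 0.1, Reactome pathways from fgsea 1.28.0, and camera with the inter-gene correlation estimated. Of the 505 Cell Cycle and 74 Signaling by NOTCH identifiers of Reactome, 485 and 71 were matched to the genes. Scores of immune and mural markers as covariates, scaling to the total count, counts thinned to the smallest library and the counts of genes under the normal prior were added after the data had been seen. The tests were first tested on simulated data with the means and library sizes of the real mice. In these, edgeR called 70.7% of 99 genes changed by 1 on the log2 scale at an unadjusted p under 0.05 and 15.2% at an adjusted p under 0.05, and 96.7% of 92 genes changed by 2 at an adjusted p under 0.05, while 4.81% of 11583 unchanged genes had an unadjusted p under 0.05 and 0% an adjusted one. Camera called 1.5% of 200 random lists of 30 genes. All simulated genes had the same biological coefficient of variation, 0.284, and were drawn independently of each other. These shares therefore do not carry over to genes that vary more between mice, or to lists whose genes move together.

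The depth of 2184073 to 3897787 counts per mouse limits what can be said of genes near 1 CPM, where 3 counts stand for 0.770 to 1.37 CPM. The RT-qPCR, ChIP-qPCR, Western blot and FACS data and the G_Alert_ arrays were not analysed here, and the PANTHER lists were not used here.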

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

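The tests in this part were set before their results were seen. After the results of the tests that use a marker score as a covariate were seen, a rule was added that a value moved to under 50% of its size by the score counts only if at most 1 of 20 random gene lists moved it as far. The random lists were matched in expression to the immune or endothelial list, and none to the mural list.

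Hspb7 is a gene the paper does not discuss, and it was the only gene with an adjusted p under 0.05 in edgeR's test as set out. Its log2 fold change was 1.43, with higher values in 3 of 3 cD2KO mice than in every WT mouse. Its adjusted p ranged from 4.1e-08 to 0.134 under the alternatives set in advance, and from 0.00161 to 0.382 with each mouse left out. Since mural cells of blood vessels are a possible source, a score of mural markers was added as a covariate, and the log2 fold change was 1.35 with an adjusted p of 0.9997, while 20 random lists gave log2 fold changes of 1.10 to 1.55. The size of the change was not what mural RNA was predicted to leave, but the score itself separates the groups and no random lists were matched to it, so RNA from mural cells is not ruled out. Hspb7 begins 1.59 Mb from the end of Pax7 on chromosome 4, and the Cre allele that only the cD2KO mice carry is named for Pax7. The sample labels write it as Pax7-CreERT2/+ where those of the WT mice have Pax7+/+, as for an allele at Pax7. The paper's text also writes it as a transgene, so whether it sits at Pax7 is not fully settled. If flanking sequence from another strain came with it, genes nearby could differ between the groups for that reason. Of the 85 tested genes within 5 Mb of Pax7, 10 had an unadjusted p under 0.05 (11.8%, 5 higher and 5 lower), against 12.0% of the other genes (Fisher's exact test, p = 1). The neighborhood as a whole showed no excess, but a variant at Hspb7 alone was not tested, and the rise of Hspb7 cannot be told apart from it.

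The mural cell list was written as a check on other cell types in the sorted cells, and its 12 genes had a median log2 fold change of 0.39 (camera adjusted p = 1.1e-04), with 9 above 0 and 5 higher at an unadjusted p under 0.05. Myh11 rose from 2179 ± 227 to 4347 ± 1560 CPM and Acta2 from 2658 ± 1212 to 5973 ± 1766 CPM (SD, n = 3 mice each), levels at which these genes of smooth muscle are among the most abundant transcripts named here. Pax7, whose GFP reporter was used for sorting, was at 350 ± 121 CPM in WT and 485 ± 189 CPM in cD2KO (SD, n = 3 each). Myh11 and Acta2 thus lay above Pax7 already in the WT mice, which RNA of mural cells in the sorted fractions of both groups would give. Bias from GC content or gene length was tested by subtracting its trend, after which the median was 0.27. With counts thinned to the smallest library it was 0.40, and with scaling to the total count 0.32, so it stayed above 0 in each. Scaling to the total count shifts all genes alike, and the median of all genes went from -0.02 to -0.083, so this setting could move the list only a little. The mean of the list was 8.51 ± 0.30 log2 CPM in WT and 8.96 ± 0.10 log2 CPM in cD2KO (SD, n = 3 each). All cD2KO mice lay above all WT mice (exact permutation test, p = 0.1, the smallest possible). For the median, 3 of the 10 splits of the 6 mice into 3 and 3 gave a value as large. The list cannot tell whether more RNA of mural cells entered the sorted fraction of the cD2KO mice or whether these genes rose in the MuSCs, and with 3 splits of 10 a grouping by chance also remains.

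The myofiber list was written for the same purpose, and its 22 genes had a median log2 fold change of 0.57 (camera adjusted p = 2.3e-08), with 22 of 22 above 0 and 6 higher at an unadjusted p under 0.05. The median was 0.49 after the trend on GC content and length was subtracted, 0.58 with counts thinned to the smallest library and 0.50 with scaling to the total count. The last of these shifts all genes alike by a small amount and is a weak test. Again 3 of the 10 splits gave a median as large, and the mean of the list overlapped between the groups, at 6.81 ± 0.42 and 7.40 ± 0.39 log2 CPM (SD, n = 3 each; exact permutation test, p = 0.2). None of the myofiber markers is in Fig. 5L, so the rise of the list, with its camera adjusted p of 2.3e-08, is what fiber RNA in the sorted cells would give, and it may also have added to the higher genes of Fig. 5L. Fragments of fibers and a rise of these genes within MuSCs cannot be told apart.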

How the results depend on the processing

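The alternatives were set before the data were examined, apart from the immune and mural marker scores as covariates, scaling to the total count, thinned counts and the gene counts of DESeq2 with a normal prior, which were chosen after seeing the data. No paired analysis was possible because the WT and cD2KO mice share no replicate numbers. Calls of the Notch list at an adjusted p under 0.05 gave no value, since no lower gene passed it. Where no cause is named, the cause was not tested.

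At an unadjusted p under 0.05, the numbers of higher (621) and lower (770) genes stayed within 1.5 times those values under the DESeq2 Wald test, limma voom, DESeq2 size factors, upper quartile normalization, edgeR's filter and non-robust estimation. Higher genes numbered 939 without an expression minimum and 1.3e+02 with the mural score. Lower genes numbered 505 with a minimum mean of 50, 329 with the endothelial score and 147 with the mural score. Scaling to the total count moved the share of higher genes among the calls to 32.0% from 44.6%, with 445 higher and 945 lower. With each mouse left out, higher genes ranged from 402 to 933 and lower genes from 399 to 874.

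At an adjusted p under 0.05 the number of higher genes varied between settings. It was 1 in edgeR's main setting, 0 with limma voom, non-robust estimation or the mural score, 101 with the DESeq2 Wald test, 105 with DESeq2 and a normal prior, 200 without an expression minimum and 136 with the immune score. The numbers of lower genes were 0 in edgeR's main setting, 175 with the Wald test, 142 with the normal prior, 310 without a minimum, 1 with the endothelial and 27 with the immune score. Leaving out each mouse gave 0 to 178 higher and 0 to 115 lower genes, and both upper ends came from the fit without the library labelled fl125.

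The fold enrichment of the cell cycle list among higher genes (0.382) stayed under 1 except with the mural score (1.84). It passed a p under 0.05, as a depletion, for the Reactome pathway (0.387), and ranged from 0 to 0.631 with each mouse left out (lowest Fisher's exact p 0.0351). The fold enrichment of the Notch list among lower genes (0.824) crossed 1 with limma voom (1.11), without an expression minimum (1.12), with the immune score (1.22), with the mural score (2.88), with DESeq2 and a normal prior on all genes (1.29) and for calls at an adjusted p under 0.1 (3.71, from 1 gene), and ranged from 0.643 to 1.25 with each mouse left out. No p is given for the normal prior, and none of the others had a Fisher's exact p under 0.05. The medians of the Notch and cell cycle lists ranged from -0.10 to 0.014 and from -0.12 to 0.014 with each mouse left out, and were 0.018 and 0.013 with the mural score.

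With camera's inter-gene correlation estimated from the mice, the medians are as before but no list had an adjusted p under 0.05. The lists that lost it were proliferation (-0.50), endothelial (-0.83), immune (-1.84), fibroadipogenic (-0.79), mural (0.39), myofiber (0.57), immediate early (-0.69) and muscle stem cell (0.27), each at 0.279, TCA cycle (0.18) at 0.345 and glycolysis (0.30) at 0.489. Under the endothelial score the fibroadipogenic list (0.045) and the proteasome list (-0.030) changed sign, and the immediate early (-0.17), immune (-0.60), mural (0.34) and muscle stem cell (0.043) lists no longer passed. Under the immune score the endothelial (-0.10), fibroadipogenic (-0.067) and muscle stem cell (0.040) lists no longer passed. Under the mural score the immediate early (0.21) and proteasome (-0.071) lists changed sign, and the endothelial (-0.34), fibroadipogenic (-0.17), glycolysis (0.090), muscle stem cell (0.22), proliferation (-0.30) and TCA cycle (0.044) lists no longer passed. The proteasome list passed without an expression minimum (0.11). With each mouse left out the medians ranged from 0.14 to 0.40 for glycolysis, 0.10 to 0.34 for the TCA cycle, 0.16 to 0.41 for muscle stem cell and 0.037 to 0.16 for the proteasome list. Of these 6 fits, glycolysis had a camera adjusted p under 0.05 in 3, the TCA cycle and muscle stem cell lists in 5 each and the proteasome list in 1. The endothelial (-1.11 to -0.38), immediate early (-0.90 to -0.27) and myofiber (0.30 to 0.82) lists passed in all 6, with wide ranges of the median. The mural score and the immune score each separate the groups, so a model with either shares its effect with genotype, and the cause of the low counts with the mural score was not tested.

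Of the Fig. 5L genes, 56 had the direction of the heatmap at an unadjusted p under 0.05, against 36 with a minimum mean of 50 (54 genes tested), 20 with the endothelial, 35 with the immune and 3 with the mural score, and 34 to 58 with each mouse left out.

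Some single genes changed sign. Notch1 did so with limma voom (-0.055), the endothelial score (-0.32), the immune score (-0.56) and scaling to the total count (-0.021), and ranged from -0.29 to 0.19 with each mouse left out. Heyl did so with the endothelial (-0.066) and mural (-0.34) scores and total count scaling (-0.0056), and ranged from -0.084 to 0.19. Notch4 was at 0.67 and 0.65 with the endothelial and mural scores, Pax7 at -0.34 and -0.22 with the endothelial and immune scores, and Hes1 at 0.10 and Myod1 at 0.36 with the mural score. Myod1 ranged from -0.26 to 0.089 and Myog from -0.80 to 0.30 with each mouse left out. Among the sex chromosome genes, Ddx3y was at -0.035 with a minimum mean of 50, -0.067 with total count scaling and -0.011 with thinned counts, and ranged from -0.15 to 0.25. Uty was at 0.025 with thinned counts and ranged from -0.42 to 0.14. Kdm5d was at -0.00073 with limma voom, -0.57, -0.37 and -0.47 with the endothelial, immune and mural scores, -0.017 with total count scaling and -0.23 with thinned counts, and ranged from -0.12 to 0.39. Eif2s3x was at -0.10 with limma voom, -0.73 with the endothelial and -0.61 with the immune score, and ranged from -0.25 to 0.41. Of the other values for single genes, apart from those with a mouse left out, 533 kept their direction and side of an adjusted p of 0.05, 68 came to pass it and 4 no longer passed it. Notch2 and Notch3 kept their sign in every setting run, with log2 fold changes from -1.29 to -0.91 and from 0.71 to 0.83 under the alternatives that were set in advance and kept all mice, where their adjusted p ranged from 0.0112 to 0.390 and from 0.0246 to 0.624.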

Differences from the paper's values

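The paper's fold enrichment of the cell cycle pathway among upregulated genes is about 4.7 in Fig. 4B, read by eye, and the hand-written cell cycle list gave 0.382. None of the alternatives set before the data were examined closed the gap, including the Reactome pathway (0.387) and the DESeq2 calls (0.389).

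For the Notch pathway among downregulated genes the paper's value is about 3.1 in Fig. 4C, read by eye, against 0.824 here. Of the alternatives set before the data were examined, calls at an adjusted p under 0.1 gave 3.71, which rests on 1 gene, and the others left the gap open. With the mural marker score as a covariate, a setting chosen after seeing the values, it was 2.88, which rests on 2 genes.

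The TCA cycle is at about 12 in the paper's Fig. 4B, read by eye, and at 3.75 here, and none of the alternatives set before the data were examined closed the gap. The nearest value was 6.81, with the normal prior on all genes, a setting chosen after seeing the values. Glycolysis is at about 5.7 in the paper's Fig. 4B, read by eye, and at 3.12 here. It was 4.80 without an expression minimum, 6.42 without WT mouse c129 and 4.20 without the library labelled fl125. With other single mice left out it was 3.22 (WT c124), 2.72 (cD2KO fl126), 1.27 (WT c130) and 0 (cD2KO fl128). Of these, 4.80, 6.42 and 4.20 are within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap. The normal prior (5.91) and the immune score (4.38), settings chosen after seeing the values, also came within that range. All these pathways were read from lists that are not those of PANTHER. The fold enrichments here were taken against the genes tested in each setting. The paper's text does not name its reference set, so a different background may account for a part of these gaps.

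The volcano plot of the paper's Fig. 4A spans about 1.2 to about -1.8 in log2 fold change among genes past its line, read by eye, where edgeR's unshrunken values span 3.88 to -5.64. DESeq2 with a normal prior on all genes came nearest, at 1.36 and -2.30, each within 1.5 times the paper's value. This prior was set before the data were examined for the fold changes of single genes. The other alternatives set before the data were examined did not come within that range at both ends.

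The paper's 611 upregulated and 678 downregulated genes compare with 621 and 770 here, within 1.5 times. DESeq2 with a normal prior and no expression minimum, a setting chosen for these counts after seeing the values, gave 611 and 678, and 598 and 604 of these had a mean above the minimum of 10. The DESeq2 Wald test on the genes above the minimum, set before the data were examined, gave 611 and 697.

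The paper states that the cell cycle was among the pathways induced by D2 depletion. Here the median log2 fold change of the cell cycle list was -0.10, and that of the proliferation list was -0.50. The paper names Notch signaling among the downregulated pathways, and the Notch list was not enriched among the lower genes, with a median of -0.08. Of the Fig. 5L genes the paper calls, 56 of the 72 tested had the direction of the heatmap and an unadjusted p under 0.05 here, 63 of 72 with the DESeq2 Wald test, 65 of 73 without an expression minimum and 72 of 73 with the normal prior on all genes.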

Other observations

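The test of Eif2s3x was chosen only after the result was seen. The other tests were set before, and the comparison with random gene lists, which decides what a marker score as a covariate shows, became the deciding rule for the lists and single genes after those results were seen.

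With 10 splits of the 6 mice into 3 and 3, the share of splits is never under 0.1 and no result here can be separated from a grouping by chance on that count. The real split gave the most genes at an unadjusted p under 0.05 (1 of 10 splits), and 2 of 10 gave as many at an adjusted p under 0.05. A Fisher's exact p for the cell cycle list among higher genes as small was given by 1 of 10 splits, and for the Notch list among lower genes by 10 of 10. For the Fig. 5L genes it was 1 of 10, which follows from their choice on these mice. The median of a list was as large in 1 split for the Notch, proliferation, endothelial, immune and muscle stem cell lists, in 2 for the fibroadipogenic list, and in 3 for the cell cycle, proteasome, TCA cycle, glycolysis and immediate early lists.

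The genes that fell in cD2KO may in part reflect cells other than MuSCs. Endothelial markers outside Fig. 5L fell as a list (camera adjusted p = 1.1e-04), and so did immune markers (camera adjusted p = 2.7e-11), and both outcomes are what less RNA from such cells in the sorted fraction would give. The fibroadipogenic list also fell (median -0.79, camera adjusted p = 1.1e-04), and the muscle stem cell list rose (median 0.27, camera adjusted p = 0.00817). A different mix of cells in the sorted fractions would give these changes too. The mural and myofiber lists rose, so not all lists of other cells fell. The immune list was lowest in the library labelled fl125. Technical explanations other than cell type were tested on the list medians, where scaling to the total count is a weak test because it shifts all genes alike by a small amount. For the immune list the median of -1.84 was -1.83 after subtracting the trend on GC content and length, -1.86 with thinned counts and -1.93 with total count scaling. For the endothelial list the median of -0.83 was -0.81, -0.86 and -0.92 in the same order. The endothelial median was less stable otherwise, at -0.11 with a minimum mean of 50 and from -1.11 to -0.38 with each mouse left out. With the immune score as a covariate the endothelial median was -0.10, but 7 of 20 random lists, matched in expression to the immune or endothelial list, also moved it to under 50% of its size, so this test does not single out immune cells. The number of lower genes at an unadjusted p under 0.05 was 691 with the immune score and 329 with the endothelial score, and 20 random lists gave from 132 to 1206, with a median of 592.5, so neither score stands apart from a random one. As the prediction was first written this counted against both sources, and after the results were seen it was changed to leave them undecided. The Notch list had a camera p of 0.670 with the endothelial score as a covariate, against 0.550 without it, which leaves undecided whether endothelial RNA adds to the small fall of the list mean.

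Immediate early genes, which respond within minutes to cell isolation, were lower in cD2KO, with a median log2 fold change of -0.69 and 9 of 27 lower at an unadjusted p under 0.05 (camera adjusted p = 5.8e-08). A difference in the response to isolation is a candidate explanation for a part of the lower genes of Fig. 5L. The median was -0.64 after subtracting the trend on GC content and length, -0.66 with thinned counts and -0.77 with total count scaling. With the immune score as a covariate it was -0.54, which is not under 50% of its size, while 6 of 20 random lists moved it that far. Since the immune score separates the groups, immune cells are not ruled out as a source. The median was -0.17 with the endothelial score, and ranged from -0.90 to -0.27 with each mouse left out. The mean of the list overlapped between the groups, at 7.04 ± 0.56 and 6.41 ± 0.12 log2 CPM (SD, n = 3 mice each; exact permutation test, p = 0.2). The paper does not report on these genes, and whether they fell in the cells before isolation or during it cannot be told from these libraries.

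Proliferation genes were lower in 3 of 3 cD2KO mice, whereas the paper states that the percentage of EdU+ cells among D2-depleted MuSCs approached that of alerted MuSCs, in FACS data not analysed here. These are unlike measures. The paper gave EdU along with tamoxifen and counted labelled cells, while the list reads RNA of the whole sorted fraction at the time of isolation. Mki67, chosen after its value was seen, had a log2 fold change of -0.74 (edgeR adjusted p = 0.400). The median of the proliferation list, -0.50, was -0.47 after subtracting the trend on GC content and length, -0.48 with thinned counts and -0.56 with total count scaling. Dividing immune cells were tested as a source, and with the immune score as a covariate the median was -0.50, where random lists gave -0.63 to -0.071. Since the immune score separates the groups, dividing immune cells are not ruled out. That fewer transcripts of dividing cells are present in cD2KO qMuSCs remains a hypothesis, since 1 of 10 splits is the smallest share the design allows and since the list no longer passes (adjusted p = 0.279) when camera estimates the correlation between genes.

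The RT-qPCR of Fig. 4D, not analysed here, shows all 4 Notch receptors and Heyl, Hes2 and Rbpj lower in cD2KO. In the sequenced mice Notch2 and Rbpj were lower, Notch3 was higher, with all 3 cD2KO mice above the WT mice, and Notch1 and Heyl did not differ. Notch4 was lower, with a log2 fold change of -1.01, and overlapped between the groups. With the mural score as a covariate the log2 fold change of Notch3 was 0.25 in place of 0.75. Of the 20 random lists, none of them matched to the mural list, 4 also moved it to under 50% of its size, and the rise of Notch3 cannot be told apart from RNA of mural cells, nor assigned to it. The fall of Notch2 was -1.19 with the immune score as a covariate and -1.08 without. Random lists gave -1.59 to -0.77, and 0 of 20 moved it to under 50% of its size. The library labelled fl125 had the lowest immune mean, 2.93 log2 CPM, but its Notch2 level was 25.8 CPM against 26.0 and 25.1 CPM in the other cD2KO mice. These values speak against immune cell RNA as the source, with the limit that the immune score separates the groups.

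Of the genes of thyroid hormone action that the paper measures in Supplemental Figure 1, Thra was at 322 ± 18.8 CPM in WT and 421 ± 20.6 CPM in cD2KO (SD, n = 3 mice each), a log2 fold change of 0.39 (edgeR adjusted p = 0.436). It overlaps Nr1d1 on the opposite strand. Thrb was low, with a log2 fold change of -0.70, and Slc16a10 fell by 1.37 on the log2 scale (edgeR adjusted p = 0.377), with all cD2KO mice below all WT mice. Pax7, Myod1 and Myog had log2 fold changes of 0.47, -0.07 and -0.15, each within 2 standard errors of 0.

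The Dio2 count was highest, relative to library size, in the library labelled fl125, which the labels give as cD2KO. An exchanged sample was tested by placing each mouse between the mean of the WT mice, at 0, and that of the other cD2KO mice, at 1. The placing used 932 higher and 855 lower genes called without fl125, where that fit called 933 and 874 in all. The library labelled fl125 was at 0.886, on the side of its label. This position rests on other genes and does not show whether Dio2 was deleted in this mouse, which was not tested.

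The paper reports the use of males and females. In all 6 sequenced mice the Y chromosome genes Ddx3y, Uty and Kdm5d had counts, from 18 to 418 per mouse, and Xist had 1 count in total, so that RNA of female cells was not detectable at this depth. A further Y chromosome gene, Eif2s3y (ENSMUSG00000069049, Y from 1010543 to 1028847), was lower in 3 of 3 cD2KO mice, at 28.5 ± 4.62 CPM in WT and 9.62 ± 2.09 CPM in cD2KO (SD, n = 3 each), a log2 fold change of -1.56 (edgeR adjusted p = 0.0885). Ddx3y, Uty and Kdm5d were at 0.00123, -0.08 and 0.04, and changed sign in some settings. Reads shared with its X-linked copy Eif2s3x would move the copies in opposite directions, and Eif2s3x was at 0.082, with a sign that also depended on the setting. A Y chromosome of another strain in one of the groups was not tested, so no biological reading is offered.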
